# HGFAC is a ChREBP-regulated hepatokine that enhances glucose and lipid homeostasis

**DOI:** 10.1172/jci.insight.153740

**Published:** 2023-01-10

**Authors:** Ashot Sargsyan, Ludivine Doridot, Sarah A. Hannou, Wenxin Tong, Harini Srinivasan, Rachael Ivison, Ruby Monn, Henry H. Kou, Jonathan M. Haldeman, Michelle Arlotto, Phillip J. White, Paul A. Grimsrud, Inna Astapova, Linus T. Tsai, Mark A. Herman

**Keywords:** Metabolism, Carbohydrate metabolism, Glucose metabolism, Growth factors

## Abstract

Carbohydrate response element–binding protein (ChREBP) is a carbohydrate-sensing transcription factor that regulates both adaptive and maladaptive genomic responses in coordination of systemic fuel homeostasis. Genetic variants in the ChREBP locus associate with diverse metabolic traits in humans, including circulating lipids. To identify novel ChREBP-regulated hepatokines that contribute to its systemic metabolic effects, we integrated ChREBP ChIP-Seq analysis in mouse liver with human genetic and genomic data for lipid traits and identified hepatocyte growth factor activator (HGFAC) as a promising ChREBP-regulated candidate in mice and humans. HGFAC is a protease that activates the pleiotropic hormone hepatocyte growth factor. We demonstrate that HGFAC-KO mice had phenotypes concordant with putative loss-of-function variants in human HGFAC. Moreover, in gain- and loss-of-function genetic mouse models, we demonstrate that HGFAC enhanced lipid and glucose homeostasis, which may be mediated in part through actions to activate hepatic PPARγ activity. Together, our studies show that ChREBP mediated an adaptive response to overnutrition via activation of HGFAC in the liver to preserve glucose and lipid homeostasis.

## Introduction

Carbohydrate response element–binding protein (ChREBP, also known as MLXIPL) is a transcription factor expressed in key metabolic tissues including liver, adipose tissue, kidney, small intestine, and pancreatic islets (1, 2). It is activated by sugar metabolites, and in the liver and small intestine, it is robustly activated following fructose ingestion (3, 4). Activated ChREBP stimulates expression of genomic programs contributing to adaptive and maladaptive metabolic responses (1). Hepatic ChREBP activity is increased in human obesity and diabetes (5, 6). Knockdown or knockout of hepatic ChREBP protects against metabolic disease in diet and genetic forms of obesity (3, 7, 8).

ChREBP plays a significant role in human metabolic physiology. Common genetic variants in the *ChREBP* locus associate with pleiotropic metabolic traits including circulating lipids and cholesterol, BMI, waist-hip ratio, height, diverse hematological parameters, serum urate, liver enzymes, and blood pressure (9). The complement of ChREBP transcriptional targets that regulates these diverse traits is incompletely understood. To date, ChIP-Seq assays have implicated thousands of genes as ChREBP targets (10, 11). It is well established that ChREBP regulates glycolysis and fructolysis, hepatic and adipose lipogenesis, and hepatic glucose production via regulation of key enzymes involved in these metabolic pathways (4, 12–14). At the same time, most putative ChREBP transcriptional targets have unknown or poorly defined metabolic impact.

We performed ChIP-Seq for ChREBP in mouse liver and integrated this with human genetic data to identify ChREBP-dependent hepatokines that might regulate systemic metabolism. Through this screen we identified hepatocyte growth factor activator (HGFAC) as a promising candidate. HGFAC is a liver-secreted, circulating protease that activates hepatocyte growth factor (HGF), which regulates pleiotropic biological activities, including morphogenesis, cell migration, cell state transition, and proliferation in epithelial and other cell types throughout the body (15–17). We demonstrate that HGFAC is indeed nutritionally regulated in a ChREBP-dependent manner and participates in an adaptive response maintaining carbohydrate and lipid homeostasis.

## Results

### HGFAC is a ChREBP genomic target associating with metabolic traits in humans.

To identify ChREBP transcriptional targets that participate in the regulation of ChREBP-associated metabolic programs and phenotypes, we performed ChIP-Seq analysis for ChREBP in livers of 2 strains of male mice gavaged with either water or fructose. We identified 4,860 distinct genomic sites enriched for ChREBP binding (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153740DS1), which include well-defined loci in canonical ChREBP targets involved in glycolysis, glucose production, fructolysis, and lipogenesis, such as liver pyruvate kinase (PKLR), glucose-6-phosphatase (G6PC), fatty acid synthase (FASN), and ketohexokinase (KHK), respectively (Figure 1A). Although fructose gavage can acutely induce ChREBP-dependent changes in gene expression, ChREBP ChIP-Seq peaks were readily detectable in fasted mice, and fructose gavage did not enhance ChREBP ChIP-Seq peak height even at a liberal FDR of 0.20. This indicates that increased chromatin occupancy is not essential for fructose to induce ChREBP-dependent gene transcription. Most ChREBP ChIP peaks occurred within 10 kb of transcriptional start sites (Figure 1B). Consistent with ChREBP’s known functions, Genomic Region Enrichment Analysis of putative ChREBP binding sites demonstrated enrichment for numerous metabolic processes, including carbohydrate and lipid metabolism (Figure 1C) (18).

Variants in the *ChREBP* locus are strongly associated with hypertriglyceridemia in human populations (19, 20). However, the complement of ChREBP transcriptional targets that mediate its effects on circulating lipids is uncertain. We sought to determine whether genomic loci containing human homologs of mouse ChREBP target genes are enriched for variants that associate with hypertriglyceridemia in human populations. Via Meta-Analysis of Gene-set ENrichmenT of variant Associations (MAGENTA), we demonstrated that loci in proximity to human homologs of mouse genes that were within 20 kb of ChREBP binding sites were enriched for SNPs that associate with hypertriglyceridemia in humans (adjusted *P* = 0.003). A total of 87 loci/genes contributed to this enrichment with an FDR of 0.05 (Table 1 and Supplemental Table 2) (21). This list includes known ChREBP transcriptional targets, such as *GCKR*, *TM6SF2*, *KHK*, and *ChREBP* (*MLXIPL*) itself, all previously implicated in regulating carbohydrate and triglyceride metabolism. Of these 87 loci, 7 encoded putative secretory proteins, including several lipoproteins (APOC2, APOE, and APOA5); VEGFA, which is most well known for its role in angiogenesis but also implicated in metabolic control; and HGFAC (Supplemental Table 2) (22). To our knowledge, HGFAC has neither been identified as a ChREBP transcriptional target nor been studied extensively in the context of systemic fuel metabolism.

HGFAC is a serine protease expressed predominately in hepatocytes and secreted as a zymogen into circulation, where it is found in a single-chain pro-HGFAC form (23, 24). In vitro studies have identified thrombin and kallikrein-related peptidases KLK-4 and KLK-5 to be potent activators of pro-HGFAC (25, 26). Once activated, HGFAC cleaves and activates HGF, which can then bind and activate the c-Met receptor tyrosine kinase (c-MET) (23). HGF and c-MET have pleiotropic biological activities as mitogens and motogens in organogenesis, tissue repair, and cell migration, and function as antiinflammatory, apoptotic, and cytoprotective signals depending on the context (15). Variants in *c-MET* also associate with circulating triglycerides at genome-wide significance in humans, consistent with a potential role for HGFAC in regulating triglyceride levels through activation of HGF (27). Moreover, increased levels of circulating HGF in people associate with features of cardiometabolic disease, including obesity, risk for type 2 diabetes, and risk for cardiovascular disease (28–31). Circulating HGF levels are influenced by variants in the HGFAC locus (32). A missense variant in *HGFAC*, rs3748034, that associates with increased circulating HGF also associates with increased circulating triglycerides in GWAS aggregate data at genome-wide significance (β = 0.0302, *P* < 5 × 10^–28^) as well as other cardiometabolic risk factors and pleiotropic biological traits (33, 34). The Ala218Ser mutation encoded by rs3748034 is predicated to be “possibly damaging” by PolyPhen-2 (35). Furthermore, another missense variant in *HGFAC*, rs16844401, that associates with increased circulating triglycerides also associates with increased coronary artery disease risk (36). These associations motivated further investigation to determine whether ChREBP regulates HGFAC expression and whether this interacts with nutritional status to regulate systemic fuel metabolism and cardiometabolic risk factors.

### Nutritional regulation of HGFAC is ChREBP dependent.

To confirm specific binding of ChREBP to the putative biding site in proximity to the *Hgfac* gene, we performed targeted ChIP–quantitative PCR (ChIP-qPCR) on livers from control and liver-specific ChREBP-KO (ChREBP-LKO) mice with anti-ChREBP and control IgG. The putative binding site was enriched when ChREBP IP was performed on control but not ChREBP-LKO liver samples (Figure 2A). ChREBP activity in the liver is responsive to diets high in fructose. To test whether acute fructose feeding induces hepatic expression of *Hgfac*, we fed overnight-fasted Wistar rats with high-fructose diet (HFrD) or control chow diet for 4 hours and measured hepatic *Chrebpβ* and *Hgfac* mRNA levels. Acute fructose feeding induced *Chrebpβ* expression by more than 20-fold (*P* < 0.0001) while *Hgfac* mRNA levels increased by 25% (*P* < 0.05) (Figure 2B). To examine the role of hepatic ChREBP in the regulation of HGFAC in rodents, we measured hepatic *Hgfac* mRNA and HGFAC protein in the liver and plasma of mice with liver-specific deletion of ChREBP after 8 weeks on HFrD or control diet. High-fructose feeding increased hepatic *Hgfac* mRNA expression 1.7-fold (*P* <.0001) in control mice, and this induction was abrogated in ChREBP-LKO mice (Figure 2C). Fructose-induced increases in hepatic *Hgfac* mRNA expression were accompanied by 4- and 2-fold increases in hepatic and circulating pro-HGFAC protein levels (Figure 2D and Supplemental Figure 1A). Basal liver and circulating HGFAC protein levels tended to be decreased in chow-fed ChREBP-LKO mice and were not induced with fructose feeding. Circulating HGFAC also increased in mice fed a high-fat/high-sucrose (HF/HS) diet and in genetically obese Zucker fatty rats on chow diet (Supplemental Figure 1, B and C), where hepatic ChREBP activity is also robustly increased independently of an obesogenic diet (37). These data show that hepatic ChREBP mediates diet- and obesity-induced increases in circulating HGFAC.

Next, we examined whether the genomic region containing the ChREBP binding site in proximity to *Hgfac* in mice (chr5: 35,029,873–35,030,157) is conserved in humans. Analysis using the UCSC Genome Browser demonstrated that the corresponding region in the human genome was highly homologous to the mouse region, with 76.8% of nucleotide identity, while in rats this homology achieved 99.6% identity (38). Next, we sought to determine whether ChREBP-mediated regulation of HGFAC might be conserved in humans. To that end, we analyzed hepatic mRNA expression levels of *HGFAC* and other ChREBP transcriptional targets in the Genotype-Tissue Expression (GTEx) project (39). Expression of the potent *ChREBP-β* isoform is an excellent surrogate marker of tissue ChREBP activity (14). However, it is expressed at low levels, which are typically below the sequencing depth of most RNA-Seq experiments. Consistent with this, GTEx RNA-Seq data do not distinguish between *ChREBP*-*β* and -*α* isoforms. Due to the lack of *ChREBP-β*–specific expression data, we used a composite expression vector comprising 5 well-validated ChREBP target genes (*FASN*, *PKLR*, *KHK*, *ALDOB*, and *SLC2A2*) and found that this composite vector strongly correlated with the expression of *HGFAC* (Pearson’s correlation *R*^2^ = 0.44, *P* < 0.0001) (Figure 2E). Transcription factor enrichment analysis of the 5% of hepatic genes that best correlated with hepatic *HGFAC* expression in the GTEx project showed strong enrichment for genes coexpressed with ChREBP (adjusted *P* = 1.75 × 10^–25^), indicating conservation of the ChREBP-mediated regulation of HGFAC in humans (Figure 2F) (40). Additionally, hepatic *HGFAC* mRNA expression is upregulated in patients with obesity and uncontrolled diabetes (Figure 2G), conditions that are associated with increased hepatic ChREBP activity (5, 41). Collectively, these data support the hypothesis that hepatic HGFAC expression and circulating levels of HGFAC are regulated by ChREBP activity both in rodents and in humans, and hepatic *HGFAC* expression is increased in obesity and diabetes.

### Murine HGFAC KO recapitulates the phenotype of putative human loss-of-function HGFAC variants.

To study the roles of HGFAC in systemic metabolism, we generated whole-body HGFAC-KO mice that lacked a portion of exon 1 and all of exon 2 (Figure 3A). The deletion was confirmed by genomic PCR, by the absence of detectable circulating HGFAC protein, and by quantification of hepatic *Hgfac* mRNA (Figure 3, B–D). HGFAC-KO mice were born at normal Mendelian ratios and did not appear to have any gross abnormalities when compared with their littermate controls. Activated HGFAC activates HGF and c-MET signaling. However, there is redundancy in this system, and other proteases including hepsin (HPN) and coagulation factors XIa and XIIa are also capable of activating HGF (42, 43). We sought to determine whether the ability to activate endogenous HGF is impaired in HGFAC-KO mice. c-MET signaling was assessed in HepG2 cells incubated with thrombin-treated sera obtained from control and HGFAC-KO mice. Thrombin is one of the proteases that is capable of activating HGFAC in vitro (26). Serum from control mice increased c-MET phosphorylation 1.9-fold when compared with controls (DMEM+BSA), while this induction was attenuated with serum from KO mice (Figure 3E). These results demonstrate that sera from HGFAC-KO mice have reduced capacity to activate HGF and c-MET signaling.

A putative loss-of-function variant in *HGFAC* (rs3748034) strongly associated with increased circulating triglycerides, LDL-cholesterol, albumin, and platelets, among other traits (Figure 3F) (33). We determined whether HGFAC-KO mice had similar phenotypes. Male HGFAC-KO mice had a 28% increase in circulating triglycerides (mean ± SEM 100 ± 6.5 mg/dL vs. 72 ± 4.5 mg/dL, *P* < 0.001) and cholesterol (82 ± 11.5 mg/dL vs. 69 ± 14.8 mg/dL, *P* < 0.05) (Figure 3G). Similarly, high levels of circulating triglycerides were present in female HGFAC-KO mice (89 ± 5.4 mg/dL vs. 65 ± 3 mg/dL, *P* < 0.005) (Supplemental Figure 2A). These differences were detected in the ad libitum–fed but not in overnight-fasted condition, while nonesterified fatty acids were similar between the groups in both ad libitum–fed and fasted states (Supplemental Figure 2, B and C). Additionally, HGFAC-KO mice had a 15% increase in circulating albumin (4.8 ± 0.19 g/dL vs. 4.1 ± 0.15 g/dL, *P* < 0.01) and a 15% increase in circulating platelets (1,237 ± 22 cells × 10^3^/μL vs. 1,048 ± 57 cells × 10^3^/μL, *P* < 0.05) (Figure 3H). No hematological parameter other than platelet count was altered (Supplemental Figure 2D). Collectively, these data indicate that murine HGFAC KO recapitulates phenotypes in putative loss-of-function human *HGFAC* variants.

### HGFAC-KO mice develop impaired glucose homeostasis.

To examine the potential role of HGFAC in systemic metabolism, we challenged 8-week-old HGFAC-KO mice and their littermate controls with HF/HS diet for 18 weeks. We did not observe any differences in body weight or fat mass during the study (Figure 4, A and B). However, a modest reduction in lean body mass was observed in HGFAC-KO mice (Figure 4C). To assess glucose homeostasis, we performed glucose and glycerol tolerance tests in HGFAC-KO mice and controls at time points throughout the study. Glycerol is a preferred gluconeogenic substrate, and glycerol tolerance tests reflect hepatic glucose production capacity (44). After 4 weeks on HF/HS diet, HGFAC-KO mice were glycerol intolerant, with a 1.4-fold increase in glycemic excursion (*P* < 0.05) (Figure 4D). At this time point, there was no difference between KO mice and controls with respect to glycemic excursion during a glucose tolerance test (Figure 4E), suggesting that young HGFAC-KO animals may have dysregulated hepatic glucose production. However, after 13 weeks of HF/HS diet, HGFAC-KO mice developed glucose intolerance with a 1.6-fold increase in incremental area under the curve (iAUC, *P* < 0.005), as well as insulin resistance with a 30% decrease in incremental area above the curve (iAAC, *P* < 0.05), as measured by IP glucose and insulin tolerance tests, respectively (Figure 4, F and G). HGF has been proposed to regulate pancreatic β cell development and insulin secretory capacity (45). To test insulin secretory capacity in HGFAC-KO mice, we performed an oral mixed meal tolerance test, which triggers more robust and sustained insulin secretion than IP glucose administration. Basal insulin and glucose levels were not different between HGFAC-KO mice and controls (Figure 4H). At 10 minutes, insulin levels were 1.6-fold higher in HGFAC-KO mice compared with controls (3.37 ± 0.48 ng/mL HGFAC KO vs. 2.1 ± 0.4 ng/mL controls, *P* < 0.05), with only a modest increase in glycemia at this time point. These data indicate that HGFAC-KO mice subjected to HF/HS diet develop early dysregulated hepatic glucose production followed by systemic insulin resistance with intact insulin secretory capacity.

We also examined whether HF/HS diet might exacerbate the increase in circulating triglyceride levels observed in chow-fed HGFAC-KO mice. In contrast with the data in chow diet, we did not observe consistent differences in circulating triglycerides after 7–8 weeks of HF/HS diet in most study cohorts. We observed higher circulating triglycerides and a trend toward increased cholesterol on HF/HS diet only in one additional cohort (Supplemental Figure 3, A and B). Similarly, triglyceride levels were not different between HGFAC KO and control after IP administration of poloxamer 407, which inhibits lipoprotein lipase and peripheral triglyceride clearance (Supplemental Figure 3C), indicating that VLDL production is similar between genotypes in this dietary context (46).

### HGFAC KO downregulates hepatic PPARγ expression.

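The liver RNA-Seq covered 27 mice in 4 groups. There were 7 littermate controls and 6 HGFAC-KO mice on chow, and 7 littermate controls and 7 HGFAC-KO mice on high-fat/high-sucrose (HF/HS) diet. Stranded mRNA libraries were sequenced as short paired-end reads. The authors aligned the reads to the mouse genome (GRCm38) with HISAT2, counted them on genes with featureCounts, and deposited the counts per gene without normalization. The values given here use the deposited counts, whose total per mouse ranged from 36056177 to 57298657 with a median of 47239271. On chow, the totals ran from 44300847 to 55534863 (median 48041973) in controls and from 41028710 to 50221266 (median 46085367) in HGFAC-KO mice. On HF/HS, they ran from 36056177 to 52846304 (median 43782801) in controls and from 44924042 to 57298657 (median 48227566) in HGFAC-KO mice. Rows of the count table without a gene name held between 4.13% and 12.1% of a mouse's counts and were left out of library sizes and tests. Genotypes were compared within each diet by edgeR's quasi-likelihood test on counts normalized by the TMM method. The low-count filter of edgeR left 13571 genes on chow and 13544 on HF/HS, and p-values were adjusted by the Benjamini-Hochberg method over these genes, with a threshold of 0.05. Levels are given as CPM after TMM normalization. For single genes, a two-sided exact permutation test over all splits of a diet's mice (1716 on chow and 3432 on HF/HS) was added, whose smallest possible p is 0.000583 on either diet. A difference is called larger than the spread between mice where a permutation test gave p under 0.05, and within it otherwise. The wording refers to differences between regrouped mice only, so groups described in this way can still overlap. Gene sets were tested as 25 lists of genes written by hand, in place of the Kyoto Encyclopedia of Genes and Genomes pathways that the paper used. The lists were tested with limma's camera on log2 CPM weighted by voom, with the correlation between genes preset to 0.01 and adjustment over the 25 lists. The tool, the normalization, the filter on low counts and the preset correlation are the choices that could change these numbers.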

To define mechanisms that might contribute to altered triglyceride and carbohydrate metabolism in HGFAC-KO mice, we performed RNA-Seq analysis on liver from chow- and HF/HS-fed HGFAC-KO mice and littermate controls after 4 weeks on the diet. *Hgfac* was the most significantly downregulated mRNA on both diets, validating successful KO (Figure 5A). 

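*Hgfac* (ENSMUSG00000029102) lies on chromosome 5 of GRCm38 from 35041509 to 35048461. On chow, its level was 202 ± 13.0 CPM (SD, n = 7) in controls and 75.7 ± 8.44 CPM (SD, n = 6) in HGFAC-KO mice, which is 37.5% of the control mean. Single mice ran from 183 to 220.2 CPM in controls and from 65.5 to 84.9 CPM in HGFAC-KO mice. Its log2 fold change was -1.41 (standard error 0.07, adjusted p = 3.05e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On HF/HS, the level was 270.2 ± 15.5 CPM (SD, n = 7) in controls and 91.5 ± 7.91 CPM (SD, n = 7) in HGFAC-KO mice, which is 33.9% of the control mean. Single mice ran there from 246 to 295 CPM in controls and from 81.5 to 100.4 CPM in HGFAC-KO mice, and the log2 fold change was -1.56 (standard error 0.06, adjusted p = 1.66e-10 from the same test). On both diets every HGFAC-KO mouse had a lower level than every control (two-sided exact permutation test, p = 0.000583). With each mouse left out in turn, the log2 fold change stayed between -1.45 and -1.37 on chow and between -1.59 and -1.54 on HF/HS. *Hgfac* had the smallest p of all genes tested on each diet. It was the only gene past the threshold on chow, where 812 genes had an unadjusted p under 0.05. On HF/HS 2 genes passed, *Hgfac* and *Chka*, and 1306 had an unadjusted p under 0.05. DESeq2 in place of edgeR moved these counts most, to 13 genes on chow and 55 on HF/HS. On chow its own filter left only 1993 of 13571 genes to adjust over, and without that filter, a setting chosen after the results were seen, it called 10. With single mice left out, the count stayed at 1 on chow and ran from 2 to 11 on HF/HS, with 5 genes without control HF/HS replicate 7 and 11 without KO HF/HS replicate 5.
*Chka*, which encodes choline kinase alpha (chromosome 19, 3851773 to 3894369), rose on HF/HS from 56.4 ± 3.29 to 80.8 ± 4.83 CPM (SD, n = 7 in each group). Its log2 fold change was 0.52 (standard error 0.05, adjusted p = 1.19e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 7 HGFAC-KO mice were above all controls. In a fit of all 27 mice the adjusted p of *Chka* was 0.126, against a range of 3.07e-18 to 0.126 over the alternatives. On chow *Chka* was 73.1 ± 11.8 CPM in controls (SD, n = 7) and 82.0 ± 21.7 CPM in HGFAC-KO mice (SD, n = 6), a log2 fold change of 0.16 (adjusted p = 0.845). KO chow replicate 1 was at 119.9 CPM (the other HGFAC-KO mice 59.1 to 91.5), and without it the log2 fold change was 0.024. The difference between the diets in this genotype effect was 0.36 on the log2 scale (adjusted p = 0.984 over all genes).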

By pathway enrichment analysis (Figure 5B), genes involved in cell cycling were the most downregulated set in chow-fed HGFAC-KO mice. This is consistent with HGF’s known effects to stimulate hepatocyte proliferation (47). 

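The cell cycle list held 112 genes with enough counts on chow, of which 65 were lower in HGFAC-KO mice. Their median log2 fold change was -0.03 (adjusted p = 0.0667 from limma's camera with Benjamini-Hochberg adjustment). With single mice left out, the adjusted p ran from 0.0247 to 0.157. It was under the threshold without control chow replicate 7 (0.0255), without KO chow replicate 1 (0.0247) and without KO chow replicate 4 (0.0272). The score of a list in a mouse is the mean log2 CPM of its members, relative to the mean of the mice on that diet. The cell cycle score differed by -0.06 between HGFAC-KO mice and controls, within the spread between mice (two-sided exact permutation test, p = 0.0629). The members with the smallest p were *Mcm5*, from 2.04 to 1.40 CPM (log2 fold change -0.55, standard error 0.18), *Mcm6*, from 4.63 to 3.47 CPM (log2 fold change -0.42, standard error 0.14), and *E2f4*, which rose (log2 fold change 0.14). No member passed when adjusted over the list alone or over all genes, and 12 of the 112 had an unadjusted p under 0.05.
A list of proliferation markers, which are transcripts of dividing cells, shares 12 members with the cell cycle list. Of its 39 members 34 were lower in HGFAC-KO mice on chow, with a median log2 fold change of -0.38 (adjusted p = 4.84e-10 from camera). This was the smallest adjusted p among the lists that were lower on chow, and it stayed between 3.69e-15 and 3.09e-07 with single mice left out. Its score differed by -0.35 (two-sided exact permutation test, p = 0.0315), and 1 HGFAC-KO mouse, KO chow replicate 4, lay at the level of the highest control. No member of this list passed over the list alone or over all genes, and 12 had an unadjusted p under 0.05. The smallest p belonged to *Aspm*, at 0.425 CPM in controls and 0.203 CPM in HGFAC-KO mice (log2 fold change -1.08, standard error 0.28), then to *Kif23* (log2 fold change -0.73, standard error 0.22) and *Mcm5*. The setting for the correlation between genes changed many calls. With the correlation estimated from the mice, the adjusted p of the proliferation markers was 0.205, the highest value over the alternatives, which began at 1.35e-10. Of the 14 lists reported one by one, no call on either diet held with the estimated correlation. Under fry, which asks whether the members change without comparing them with other genes, the PPARG liver targets held on chow (adjusted p = 0.0453). On HF/HS, fatty acid degradation, PPAR signaling, branched-chain amino acid degradation, peroxisome and proteasome held under fry (adjusted p from 0.0223 to 0.0298).

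**Figure D1:**
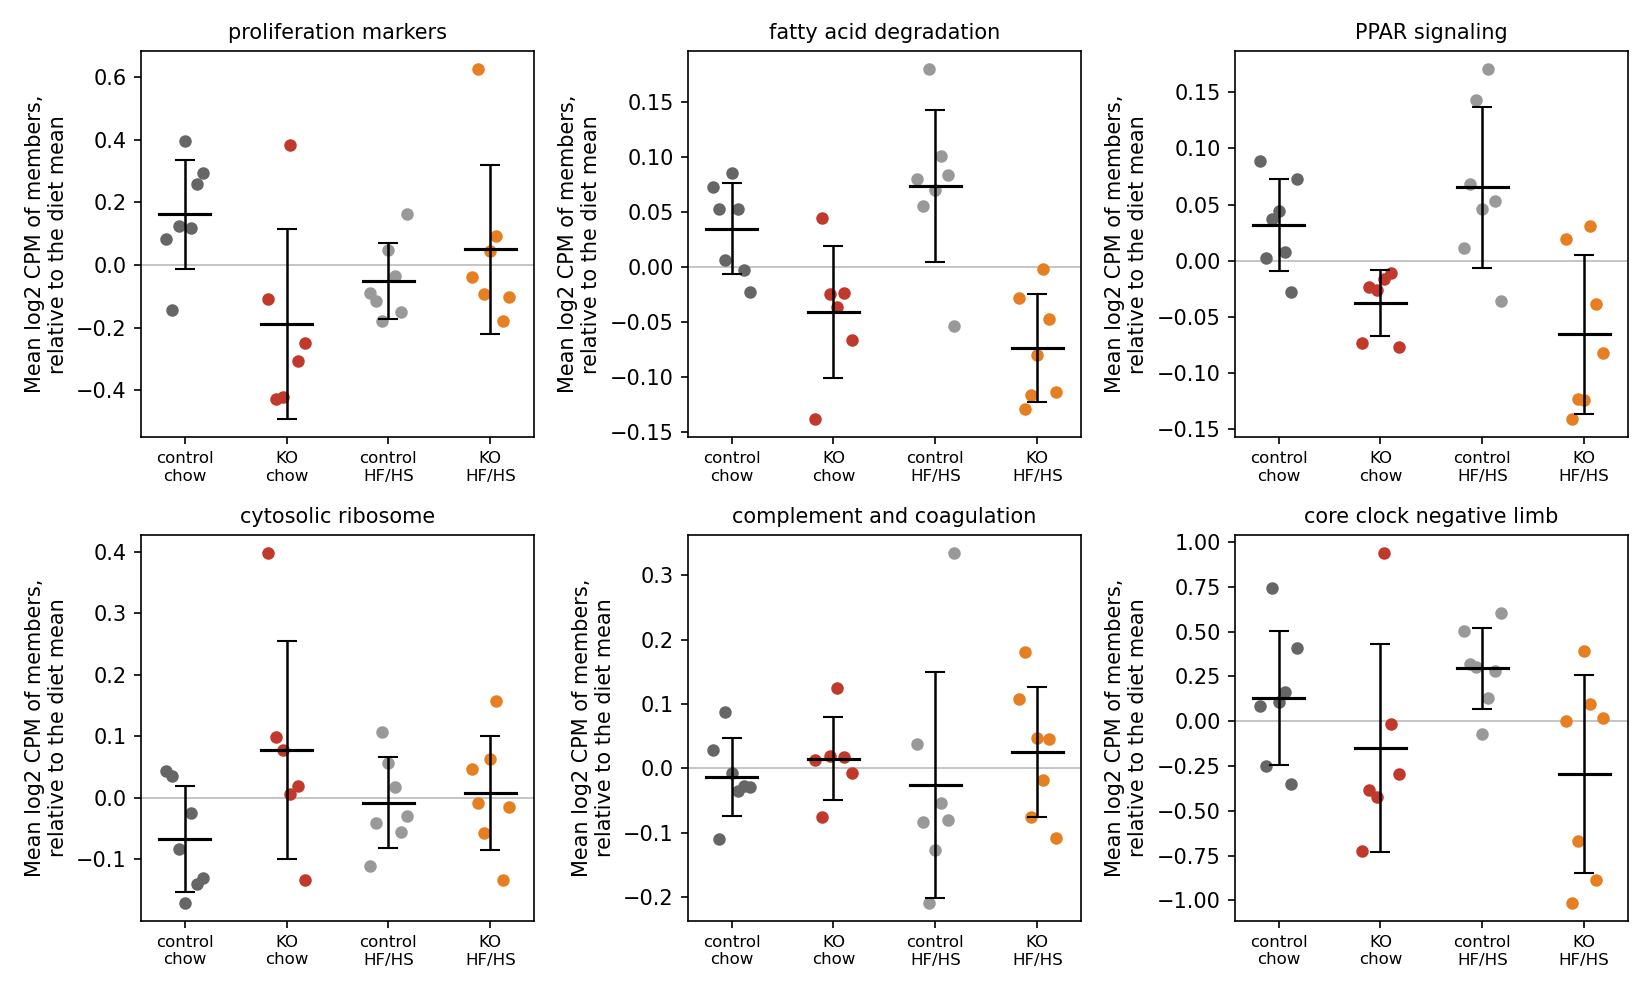
Score of 6 gene lists in each mouse (mean log2 CPM of the members relative to the mean of the mice on that diet). Each dot is a mouse, the line is the group mean and the bars are 1 SD; groups are controls and HGFAC-KO mice on chow and on HF/HS. The proliferation markers ran from -0.14 to 0.40 in controls and from -0.43 to 0.38 in HGFAC-KO mice on chow.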

Pathway analysis also suggested changes in lipid metabolism with reduced “PPAR signaling pathway” and “Fatty acid degradation” in KO mice on both diets. 

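On chow, 43 of 67 members of the PPAR signaling list were lower in HGFAC-KO mice, with a median log2 fold change of -0.06 (adjusted p = 0.00156 from camera). On HF/HS, 50 of 66 were lower, with a median of -0.12 (adjusted p = 1.05e-07). The fatty acid degradation list was lower for 36 of 44 members on chow, with a median of -0.05 (adjusted p = 7.86e-06), and for 37 of 44 on HF/HS, with a median of -0.13 (adjusted p = 5.32e-12). With single mice left out, each of these 4 results stayed past the threshold. The lists share 23 members. Restricted to members held by no other list that the paper names, the adjusted p on chow was 0.213 for PPAR signaling, with 42 members tested. For fatty acid degradation it was 0.174, with only 3 members tested, which says little about that list. On HF/HS the restricted lists stayed past the threshold. The adjusted p was 0.00470 for PPAR signaling, with 41 members tested, and 0.00134 for fatty acid degradation, again with only 3. The PPAR signaling score differed by -0.07 on chow and by -0.13 on HF/HS, larger than the spread between mice (two-sided exact permutation test, p = 0.00641 on each diet). The fatty acid degradation score differed by -0.08 on chow and by -0.15 on HF/HS (two-sided exact permutation test, p = 0.0169 and 0.00233).
For single members, 6 of the PPAR signaling list passed on chow (5 lower, and *Apoa1* higher) and 10 on HF/HS (9 lower and 1 higher) when adjusted over the list alone, and 0 on either diet over all genes, with 12 and 24 at an unadjusted p under 0.05. Of fatty acid degradation, 4 passed on chow (*Acaa1b*, *Cyp4a12a*, *Cyp4a12b* and *Ehhadh*) and 13 on HF/HS over the list alone, and 0 over all genes, with 7 and 19 at an unadjusted p under 0.05. *Acaa1b*, chosen after its values were seen, fell on chow from 1573 to 1256 CPM (log2 fold change -0.32, two-sided exact permutation test p = 0.00758). *Ehhadh*, a peroxisomal enzyme of fatty acid oxidation, fell on chow from 2206 to 1666 CPM (log2 fold change -0.40, two-sided exact permutation test p = 0.00233). On HF/HS the smallest p in both lists belonged to *Cyp4a10*, from 1946 to 1564 CPM (log2 fold change -0.31, exact p = 0.00175), and *Acaa1a*, from 299.8 to 250.2 CPM (log2 fold change -0.26, exact p = 0.00350). *Aldh3a2* fell there from 611 to 399 CPM (log2 fold change -0.61, exact p = 0.0128). *Cyp4a10*, *Cyp4a12a* and *Cyp4a12b* belong to a family of near-identical genes, and *Acaa1a* and *Acaa1b* are a pair of paralogs, so the counting could have split their reads.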

Upregulation of genes involved in ribosomal function were observed in the HGFAC-KO mice, potentially consistent with reduced cell cycling and enhanced differentiated function as a result of reduced HGF signaling. 

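The cytosolic ribosome list holds the genes of the ribosomal proteins. On chow, 83 of its 83 members were higher in HGFAC-KO mice, with a median log2 fold change of 0.14 (adjusted p = 1.85e-26 from camera with the preset correlation). The adjusted p stayed between 1.86e-37 and 1.38e-13 with single mice left out. These genes rise and fall together between mice, with an estimated correlation of 0.837. When camera used that estimate, the adjusted p was 0.241. The score differed by 0.15, within the spread between mice (two-sided exact permutation test, p = 0.0600). It ran from -0.17 to 0.04 in controls and from -0.13 to 0.40 in HGFAC-KO mice, the highest being KO chow replicate 1. Of the mice on chow, that mouse also had gene levels that fell most closely with gene length (rho -0.410 across genes). The members with the smallest p were *Rps27a*, from 60.6 to 71.1 CPM (log2 fold change 0.23, standard error 0.07), *Rps12*, from 57.3 to 68.0 CPM (log2 fold change 0.25, standard error 0.08), and *Rps27*, from 101 to 120.2 CPM (log2 fold change 0.25, standard error 0.08). No member passed over the list alone or over all genes, and 27 had an unadjusted p under 0.05. Ribosomal protein genes have many processed pseudogenes, so some of their reads could have been assigned elsewhere.
On HF/HS, 52 of 83 members were higher, with a median of 0.02 (adjusted p = 0.137). With single mice left out, the adjusted p ran from 1.29e-04 to 0.832. The list passed as higher without control HF/HS replicate 3 (3.70e-04), 4 (0.0383) or 5 (0.0490) and without KO HF/HS replicate 3 (0.00892) or 6 (1.29e-04), and its direction turned to lower without KO HF/HS replicate 5 (0.751). Between the diets, the genotype effect on the list differed by a median of -0.12 (adjusted p = 4.20e-17 from camera with the preset correlation). When genotypes were redrawn within each diet, 15 of 100 redrawings gave as small a p, so chance stays open for this difference.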

Gene sets associated with complement and coagulation pathways were also upregulated in HGFAC-KO mice. 

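On chow, 48 of 75 members of the complement and coagulation list were higher in HGFAC-KO mice, with a median log2 fold change of 0.06 (adjusted p = 0.00156 from camera). With single mice left out, the adjusted p ran from 2.66e-05 to 0.0535, the latter without KO chow replicate 4. On HF/HS, 47 of 74 were higher, with a median of 0.03 (adjusted p = 0.320), and without control HF/HS replicate 7 the adjusted p was 0.00228. The difference between the diets in the genotype effect was not past the threshold (adjusted p = 0.234). The score differed by 0.03 on chow and by 0.05 on HF/HS, within the spread between mice (two-sided exact permutation test, p = 0.443 and 0.527). No member passed over the list alone or over all genes on either diet, with 10 at an unadjusted p under 0.05 on chow and 4 on HF/HS. The smallest p on chow belonged to *Serpina1e*, which rose from 5033 to 7111 CPM (log2 fold change 0.50, standard error 0.12) and was above all controls in 6 of 6 HGFAC-KO mice. *Serpina1e* has near-identical paralogs whose reads the counting could have split. *Serpinf2* (log2 fold change 0.15, standard error 0.05) and *C1ra* (log2 fold change 0.13, standard error 0.05) followed.
The 3 fibrinogen genes, *Fgg*, *Fga* and *Fgb*, lie together on chromosome 3 between 83007724 and 83049863 and belong to this list. On chow, *Fga* was 3085 ± 304 CPM in controls (SD, n = 7) and 3192 ± 368 CPM in HGFAC-KO mice (SD, n = 6), a log2 fold change of 0.05 (standard error 0.08, adjusted p = 0.911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fgb* went from 2767 ± 225 to 2874 ± 271 CPM (log2 fold change 0.05, adjusted p = 0.879) and *Fgg* from 2015 ± 180 to 2061 ± 204 CPM (log2 fold change 0.03, adjusted p = 0.933). None of the 3 differed by more than the spread between mice (two-sided exact permutation test, p from 0.448 to 0.652). Without KO chow replicate 4 the log2 fold change was -0.0015 for *Fga* and -0.02 for *Fgg*. On HF/HS, the group means of *Fga* were 4192 ± 1557 and 4193 ± 298 CPM (SD, n = 7 in each group; adjusted p = 0.999). The spread in controls came from control HF/HS replicate 7, at 7583 CPM against 3062 to 4120 CPM in the others. Without it, the log2 fold change of *Fga* on HF/HS was 0.21, that of *Fgb* 0.15 and that of *Fgg* 0.18.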

Upregulation of complement and coagulation pathways is notable as putative loss-of-function variants in the *HGFAC* locus also associate with increased circulating fibrinogen levels (48).

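*Pparg* (ENSMUSG00000000440) lies on chromosome 6 of GRCm38 from 115360951 to 115490399. In chow-fed mice its level was 6.33 ± 0.608 CPM (SD, n = 7) in controls and 4.59 ± 0.760 CPM (SD, n = 6) in HGFAC-KO mice. The log2 fold change was -0.46 (standard error 0.11, unadjusted p = 4.83e-04 and adjusted p = 0.801 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the seventh smallest p of all genes tested. As a single gene, *Pparg* differed by more than the spread between mice (two-sided exact permutation test, p = 0.00117), and 5 of 6 HGFAC-KO mice were below all controls. The log2 fold change stayed between -0.53 and -0.41 with single mice left out and between -0.47 and -0.44 over the alternatives, where the adjusted p ran from 0.0333 to 0.874. The lowest is from DESeq2 (unadjusted p = 2.24e-05) adjusted over all genes, a setting chosen after the results were seen and the only one under which *Pparg* passed. With its own filter DESeq2 gave *Pparg* on chow no adjusted p. On HF/HS, *Pparg* was 5.40 ± 1.67 CPM in controls and 3.99 ± 0.952 CPM in HGFAC-KO mice (SD, n = 7 in each group). Its log2 fold change there was -0.44 (standard error 0.20, unadjusted p = 0.0444, adjusted p = 0.502), and 2 of 7 HGFAC-KO mice were below all controls (two-sided exact permutation test, p = 0.0991). The genotype effect did not differ detectably between the diets (log2 difference 0.03, unadjusted p = 0.911).
A list of 17 liver targets of PPARγ that includes *Pparg* itself was lower for 13 members on chow, with a median log2 fold change of -0.13 (adjusted p = 0.00639 from camera). Restricted to the 9 members held by no other list that the paper names, 8 were lower and the list was not past the threshold (adjusted p = 0.0783). Its score differed by more than the spread between mice on chow (two-sided exact permutation test, p = 0.00816). *Pparg* was the only member to pass when adjusted over the list alone, 0 passed over all genes, and 5 had an unadjusted p under 0.05. *Cd36* followed, from 39.6 ± 5.93 CPM in controls (SD, n = 7) to 27.6 ± 9.44 CPM in HGFAC-KO mice (SD, n = 6), a log2 fold change of -0.52 (standard error 0.20, two-sided exact permutation test p = 0.0169). On HF/HS the list had an adjusted p of 0.199 from camera and a score difference within the spread between mice (two-sided exact permutation test, p = 0.245). *Ppara* was 245 CPM in controls and 218 CPM in HGFAC-KO mice on chow (log2 fold change -0.16, standard error 0.12, adjusted p = 0.827). On HF/HS it was 326 and 297 CPM (log2 fold change -0.14, standard error 0.12, adjusted p = 0.737). Neither difference in *Ppara* exceeded the spread between mice (two-sided exact permutation test, p = 0.211 and 0.307).

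**Figure D2:**
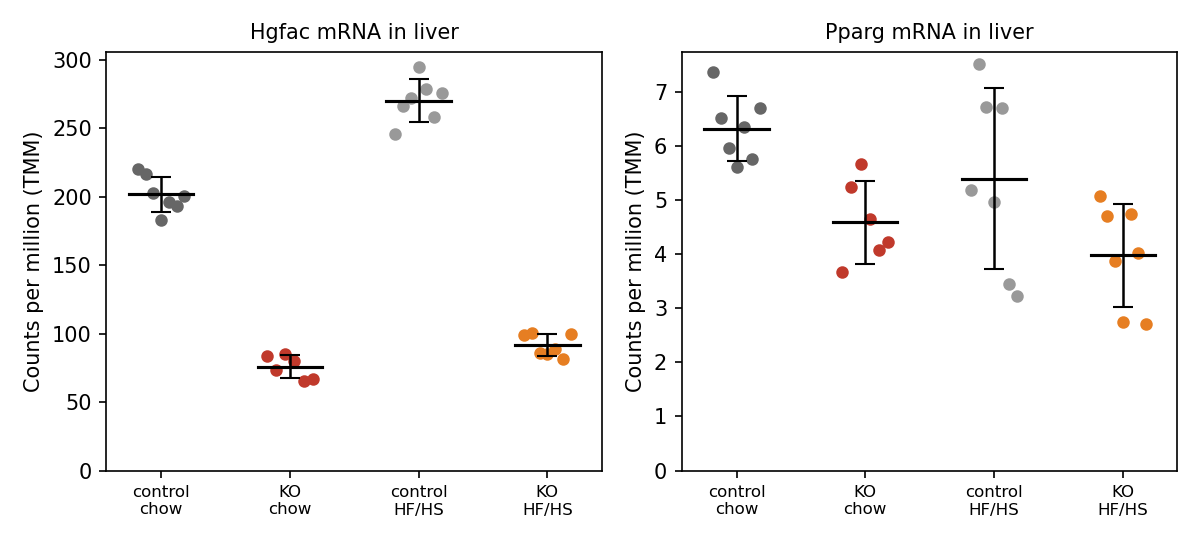
Levels of *Hgfac* and *Pparg* in liver RNA-Seq (CPM after TMM normalization) in control and HGFAC-KO mice on chow and on HF/HS. Each dot is a mouse, the line is the group mean and the bars are 1 SD. The *Hgfac* levels of the genotypes do not overlap on either diet, while those of *Pparg* overlap on both.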

Consistent with the pathway analysis, *Pparg* was in the top 10 most differentially expressed genes comparing chow-fed HGFAC-KO mice and controls (Supplemental Table 3). To validate this, we quantified hepatic mRNA gene expression by qPCR, which revealed that *Pparg* but not *Ppara* was downregulated in livers of chow- and HF/HS-fed HGFAC-KO mice compared with controls (Figure 5C). Furthermore, PPARγ target genes were downregulated. These results were replicated in a second cohort (Supplemental Figure 4A). Surprisingly, we found that downregulation of *Pparg* and its targets was liver specific, as subcutaneous adipose tissue (inguinal) expression of *Pparg* and *Cd36* was similar between HGFAC-KO and control mice (Supplemental Figure 4B). Hepatic PPARγ is reported to enhance liver fat accretion yet preserve hepatic and systemic insulin sensitivity (49, 50). HF/HS feeding increased the levels of hepatic triglycerides by 49% and 34% in HGFAC-KO mice and controls, respectively (Figure 5D). However, hepatic triglyceride levels were reduced by 40% and 32% in HGFAC-KO mice compared with controls on chow and HF/HS diets, respectively. Recently, Shannon et al. reported that pioglitazone, a PPARγ agonist, inhibits the activity of catalytic subunit E1α of hepatic pyruvate dehydrogenase (PDHA) and diminishes hepatic glucose output but increases the level of hepatic triglycerides (51). Consistent with this mechanism, we observed reduced inhibitory S293-PDHA phosphorylation in HGFAC-KO animals on chow and HF/HS diets, indicative of increased PDHA activity. Moreover, hepatic PPARγ protein levels were reduced in HGFAC-KO mice in both chow- and HF/HS-fed conditions, indicating diminished PPARγ activity (Figure 5, E–G). Phenotypes in HGFAC-KO mice were consistent with liver-specific deletion of PPARγ, which results in reduced hepatic steatosis and impaired hepatic glucose homeostasis eventually leading to the development of peripheral insulin resistance (49, 50). This may be in part mediated by the effects of PPARγ on hepatic PDHA activity.

### HGFAC overexpression enhances glucose homeostasis.

As HGFAC deficiency decreased expression of hepatic *Pparg* and its targets, we examined whether HGFAC overexpression has reciprocal molecular and metabolic effects. Adenoviral (ADV) mediated overexpression of HGFAC resulted in a robust increase of circulating HGFAC over 2 weeks compared with ADV-GFP controls (Figure 6A). HGFAC overexpression had no effect on body weight or body composition (Figure 6B) but was associated with markedly improved glucose tolerance, with a 30% reduction in incremental AUC (*P* < 0.005) (Figure 6C) and a 50% reduction in glycemic excursion during a glycerol tolerance test performed in a second cohort (*P* < 0.0005) (Supplemental Figure 5A). Additionally, glucose levels were modestly but significantly lower in ADV-HGFAC mice in the ad libitum–fed condition (*P* < 0.05, 2-tailed *t* test), as well as the overnight-fasted and 3-hour refed conditions (*P* < 0.05, 2-way ANOVA, main effect). However, peripheral insulin levels in fasted and refed ADV-HGFAC mice were not different from the levels of ADV-GFP mice (Figure 6D and Supplemental Figure 5B). The combination of reduced glycemia without changes in insulin following HGFAC overexpression are suggestive of increased insulin sensitivity. Analysis of hepatic gene expression revealed that HGFAC overexpression induced expression of *Pparg* but not *Ppara*, as well as PPARγ target genes such as *Cd36* and *Fabp4* as well as *Pdk4*, which may participate in regulation of PDHA phosphorylation (Figure 6E). Furthermore, complementary to HGFAC-KO mice, HGFAC overexpression increased hepatic PPARγ protein levels and phosphorylation of PDHA (S293), as well as proliferating cell nuclear antigen (PCNA) levels, indicating increased proliferation (Figure 6F). Whereas short-term overexpression of HGFAC was sufficient to produce glycemic and gene expression phenotypes reciprocal to HGFAC KO, we did not observe changes in hepatic or circulating triglyceride levels in this time frame (Figure 6G). Thus, HGFAC overexpression can induce changes in hepatic PPARγ expression and glucose homeostasis independently of its effects on hepatic lipids.

To assess whether HGFAC’s effect to induce *Pparg* expression is likely mediated through its ability to activate HGF and c-MET signaling, we treated murine AML12 hepatocyte-like cells with recombinant, active HGF. HGF treatment increased c-MET phosphorylation and increased *Pparg* mRNA expression by 30% (Figure 6H). These effects were inhibited by pretreatment with PHA-665752, a c-MET inhibitor (Figure 6I) (52). These results support a model whereby overnutrition enhances ChREBP-dependent upregulation of HGFAC, which activates an HGF/PPARγ signaling axis to preserve systemic glucose homeostasis.

## Discussion

ChREBP is a key transcription factor that is activated in major metabolic tissues by cellular carbohydrate metabolites and mediates genomic and physiological responses to overnutrition. The mechanisms by which carbohydrates activate ChREBP remain controversial (see ref. 1). Putative mechanisms include carbohydrate-mediated translocation of ChREBP protein from the cytosol to the nucleus, alterations in ChREBP posttranslational modifications, and/or allosteric effects of specific carbohydrate metabolites on ChREBP to enhance transactivation. We previously demonstrated that fructose gavage acutely and robustly activates ChREBP-dependent gene expression in mouse liver (4). Here, we performed ChIP-Seq for ChREBP following fructose gavage after a 5-hour fast to map ChREBP binding in mouse liver chromatin. We identified about 4,000 ChREBP binding sites in livers from 2 mouse strains that are similar to previous efforts (10). To our surprise, while fructose acutely activates ChREBP-dependent gene transcription, chromatin-bound ChREBP was readily detectable in fasted animals, and no marked increase in binding was observed following fructose gavage. These results suggest that carbohydrate-stimulated nuclear translocation and accumulation of nuclear ChREBP are not essential for the ability of carbohydrates to enhance ChREBP’s transcriptional activity. These results favor models suggesting that either carbohydrate-mediated posttranslational modification or allosteric activation are the key mechanisms to stimulate ChREBP’s transcriptional activity.

Variants in the human ChREBP locus associate with pleiotropic biological traits with a particularly strong association with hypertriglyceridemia. The transcriptional targets that mediate ChREBP’s pleiotropic biological effects remain incompletely defined. By mapping ChREBP genomic binding sites in mouse liver and integrating them with human genetics data, we identified candidate contributors to ChREBP-mediated regulation of circulating lipids. While genes and loci in proximity to ChREBP binding sites were enriched for variants that associated with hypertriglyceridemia, of the thousands of hepatic ChREBP binding sites, only about 2% of such sites contributed to the enrichment. We anticipate that relatively small subsets of distinct ChREBP gene targets may contribute to its regulation of other metabolic traits.

A small minority of candidates were annotated as circulating factors or “hepatokines” that might regulate metabolism systemically. We elected to focus attention on HGFAC as a putative ChREBP-regulated hepatokine and demonstrated that circulating HGFAC is indeed nutritionally regulated in a ChREBP-dependent manner. Moreover, we showed that it participates in an adaptive metabolic response to obesogenic diets in part through its effects to stimulate hepatic *Pparg* expression and transcriptional activity (Figure 7).

To test the role of HGFAC in metabolism, we generated global HGFAC-KO mice. The ability of serum from HGFAC-KO mice to activate HGF and facilitate c-MET signaling was impaired. The attenuation, but not full abrogation, of this activity is consistent with known redundancy in enzymes capable of HGF activation (43, 53). Alternative proteases including kallikreins, urokinases, matriptase, and HPN may compensate for loss of HGFAC activity (53–56).

While *HGFAC* is highly expressed in the liver, it is also expressed at orders of magnitude lower levels in other tissues, including the testes, the intestines, and possibly the pancreatic islets (23, 24, 57). While we cannot rule out the contribution of extrahepatic HGFAC on the observed phenotypes, the majority of HGFAC found in circulation is likely originating from the liver. Indeed, liver-specific ChREBP-KO mice have lower circulating levels of HGFAC, which failed to increase on HFrD. Additionally, ADV overexpression of hepatic HGFAC increased circulating HGFAC levels and produced systemic metabolic effects, further indicating that HGFAC is a ChREBP-regulated hepatokine.

We observed that HGFAC KO reduced and increased hepatic and circulating triglycerides, respectively. This was associated with impaired hepatic and systemic glucose tolerance. While higher circulating triglycerides were present in chow-fed cohorts, this phenotype was not consistently observed with HF/HS diet challenges. One potential explanation is that HF/HS diet through increased fat delivery and storage can overwhelm the subtle effects of HGFAC and hepatic PPARγ on circulating triglycerides in mice. Additional experiments assessing triglyceride secretion and/or clearance will be required to fully explain these observations. ADV-HGFAC overexpression produced a reciprocal phenotype with respect to glucose homeostasis but did not alter liver or circulating lipids in the short time frame of this experiment. Our results contrast with the reported effects of acute treatment with recombinant, active HGF in rodents to reduce steatosis and with inconsistent effects on circulating triglycerides (58, 59). Additionally, marked and sustained transgenic overexpression of HGF under a metallothionein promoter reduced steatosis, in contrast with our observations (60). The differences observed in these publications and our experiments may be due to differences in gain- versus loss-of-function experiments, differential effects in acute versus chronic paradigms, and the degree of changes in HGF activity and signaling.

The specific mechanism by which pro-HGF is activated, either by HGFAC or by other proteases, also appears to have a marked impact on where HGF signaling may be enhanced and on the resultant systemic metabolic effects. As an example, HPN is a membrane-bound protease expressed in multiple tissues that is also capable of HGF activation. HPN KO, which also reduces HGF/c-MET signaling, produces a vastly different metabolic phenotype compared with HGFAC-KO mice. Global HPN-KO mice are resistant to diet-induced obesity, and this lean phenotype is associated with enhanced glucose and lipid homeostasis (61). Profound changes in energy homeostasis in HPN-KO mice and its lean phenotype appear to be due to extensive expansion of brown fat and increased thermogenesis, features that we did not observe in HGFAC-KO mice.

Proteases such as HGFAC and HPN are promiscuous and may activate other peptide hormones, which may also contribute to their differing biological effects. For instance, HGFAC can also cleave and activate pro–macrophage stimulating protein (pro-MSP, also known as MST1) which then activates the RON receptor tyrosine kinase (also known as MST1R) (62, 63). Although we determined that HGF activation and c-MET signaling were impaired in experiments conducted with serum from HGFAC-KO mice, it remains possible that some of the HGFAC-mediated changes that we observed were an effect of decreased signaling through MSP-RON cascade or other, unknown HGFAC proteolytic targets. Nevertheless, concordant associations in human HGFAC and c-MET variants with phenotype in HGFAC-KO mice indicate that some of the key biological effects observed in HGFAC-KO mice are likely mediated through reduced HGF/c-MET signaling.

Our results show that the ChREBP/HGFAC axis regulates hepatic PPARγ signaling in mice. We further validated this observation by showing that HGF treatment could increase *Pparg* expression in hepatocyte-like AML12 cells and this could be blocked by a c-MET inhibitor. While the metabolic role of PPARγ is most well recognized with respect to adipogenesis, hepatic PPARγ also appears important in regulating systemic metabolism (64–66). Liver-specific deletion of *Pparg* reduces steatosis but leads to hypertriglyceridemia and glucose intolerance associated with muscle and adipose insulin resistance (49). While the beneficial effects of hepatic PPARγ have been attributed to its effects on reducing circulating lipids, recent work demonstrated that the PPARγ agonist pioglitazone enhances hepatic insulin sensitivity independently of its effects on hepatic lipids and is instead dependent on PPARγ’s ability to inhibit hepatic pyruvate dehydrogenase (PDH) activity (51). Data from HGFAC-KO mice are consistent with this hypothesis in that decreased PPARγ activity is accompanied by a reduction in inhibitory phosphorylation of the PDH catalytic subunit on Ser293. ADV overexpression of HGFAC led to marked improvement in glucose tolerance with increased hepatic PPARγ expression and increased phosphorylation of PDH consistent with this model. While HGFAC overexpression increased hepatic PDH kinase 4 mRNA levels, we did not detect a reciprocal decrease in PDH kinase 4 expression in HGFAC-KO mice, suggesting that other kinases and/or phosphatases may mediate HGFAC-induced changes in PDHA phosphorylation. 

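In the liver RNA-Seq counts, *Pdk4* (chromosome 6 of GRCm38, 5483351 to 5496309), which encodes PDH kinase 4, was 11.6 ± 3.03 CPM in chow-fed controls (SD, n = 7) and 13.0 ± 3.78 CPM in chow-fed HGFAC-KO mice (SD, n = 6). The log2 fold change was 0.17 (standard error 0.20, adjusted p = 0.864 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between mice (two-sided exact permutation test, p = 0.483). On HF/HS, *Pdk4* was 6.05 ± 2.44 CPM in controls and 6.57 ± 2.36 CPM in HGFAC-KO mice (SD, n = 7 in each group), a log2 fold change of 0.12 (standard error 0.27, adjusted p = 0.919; two-sided exact permutation test, p = 0.632). Without KO HF/HS replicate 3 it was -0.03. *Pdha1*, the subunit that is phosphorylated, was 103 CPM in controls and 91.4 CPM in HGFAC-KO mice on HF/HS (log2 fold change -0.18, adjusted p = 0.341), and its level was lower in 6 of 7 HGFAC-KO mice than in all controls (two-sided exact permutation test, p = 0.00175).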

Interestingly, recent work by Huang et al. suggests that the HGF receptor, c-MET, itself can phosphorylate and inactivate PDHA by direct interaction (67). While we have not tested the putative direct interaction between c-MET and PDHA in our models, this work supports our observations, indicating that increased HGF signaling via HGFAC activity leads to inhibition of the PDH complex. Together, our results indicate that HGF and PPARγ may mediate some of HGFAC’s effects on glucose homeostasis through regulation of hepatic PDH phosphorylation.

Putative loss-of-function variants in human HGFAC associate with increased circulating triglycerides, albumin, and platelets, and these phenotypes are recapitulated in HGFAC-KO mice (34). This concordance supports the hypothesis that putative HGFAC loss-of-function variants likely impair its catalytic activity. Moreover, these results suggest that this molecular physiology is conserved from rodents to humans. Interestingly, the rs1801282 (Pro12Ala) PPARG variant associated with increased *PPARG* expression and reduced risk for diabetes and circulating triglycerides also associates with reduced albumin levels (68). These effects on albumin are directionally concordant with the changes in albumin that occur in HGFAC-KO mice and the reduction in hepatic *Pparg*. Again, this suggests that an HGF/PPARγ signaling axis is conserved in humans and that some of the beneficial effects of PPARγ on systemic metabolism could be mediated through effects in the liver in addition to adipose tissue.

Our results suggest an integrated physiology whereby carbohydrate sensing via ChREBP impacts systemic growth factor signaling (HGFAC/HGF/c-MET) that may mediate both adaptive and maladaptive responses through paracrine and endocrine effects. In the context of obesogenic diets, this signaling axis enhances hepatic *PPARG* expression, which may mediate a compensatory response to preserve systemic glucose homeostasis. HGF, the principal target for HGFAC, has previously been implicated in other aspects of glucose homeostasis. For example, HGF may enhance pancreatic β cell proliferation (45, 69–71). Increased ChREBP-mediated HGFAC secretion might be a potential mechanism to increase β cell mass in the setting of increased dietary carbohydrate burden. Additionally, within the liver, HGF has been reported to enhance insulin signaling and hepatic glucose clearance via physical interactions between its receptor, c-MET, and the insulin receptor (72). HGF also is secreted by adipocytes and can promote angiogenesis in adipose tissue, and adipose angiogenesis is an integral feature of adipose tissue expansion (73–75). Therefore, elevated ChREBP/HGFAC/HGF may promote healthy expansion of adipose tissue for efficient storage of fuel during overnutrition. These observations may support a role for ChREBP-mediated upregulation of HGFAC and HGF signaling as an adaptive response to increased nutritional burden and will require further investigation. ChREBP itself has been shown to regulate mouse hepatocyte and murine and human β cell proliferation (76–78). The ChREBP/HGFAC axis may provide an important mitogenic signal through HGF when ChREBP senses abundant carbohydrates indicative of ample building blocks supporting proliferation. 

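The liver RNA-Seq measured genes of DNA replication and *Pcna*, which encodes the sliding clamp of the replication fork. On chow, 24 of 35 members of the DNA replication list were lower in HGFAC-KO mice, with a median log2 fold change of -0.07 (adjusted p = 0.00113 from camera). On HF/HS, 22 of 35 were lower, with a median of -0.08 (adjusted p = 0.00779), and without control HF/HS replicate 4 the adjusted p was 0.0631. Restricted to the 28 members held by no other list that the paper names, the list passed on neither diet. The adjusted p was then 0.0946 on chow and 0.134 on HF/HS. The score of the list differed by more than the spread between mice on both diets (two-sided exact permutation test, p = 0.0373 on chow and 0.00524 on HF/HS). No member passed over the list alone or over all genes, with 7 at an unadjusted p under 0.05 on chow and 5 on HF/HS. *Pcna* (chromosome 2 of GRCm38, 132249162 to 132253314) was 16.4 ± 0.970 CPM in chow-fed controls (SD, n = 7) and 16.3 ± 1.84 CPM in chow-fed HGFAC-KO mice (SD, n = 6). Its log2 fold change on chow was -0.01 (standard error 0.07, adjusted p = 0.985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign changed with single mice left out, over a range of -0.06 to 0.03, the highest without KO chow replicate 6. On HF/HS, *Pcna* was 16.0 ± 1.55 CPM in controls and 13.7 ± 1.92 CPM in HGFAC-KO mice (SD, n = 7 in each group). The log2 fold change there was -0.23 (standard error 0.09, adjusted p = 0.452; two-sided exact permutation test, p = 0.0280).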

Our data support this hypothesis, as HGFAC-KO animals have decreased expression of hepatic cell cycle genes, and ADV overexpression of HGFAC leads to marked upregulation of PCNA in the liver, a marker of proliferation.

Putative loss-of-function variants in HGFAC associate with increased circulating HGF in humans and associate with increased cardiovascular risk factors (32, 34). Increased circulating HGF itself is increasingly recognized as a cardiometabolic risk factor that may be independent of other canonical cardiovascular risk factors (28, 30, 32, 79, 80). Further investigation into the relationship between ChREBP, HGFAC, and HGF signaling may define new mechanisms contributing to the pathogenesis of cardiometabolic disease in humans.

## Methods

### Reagents.

We used glucose (catalog 8769), glycerol (catalog G2025-1L), poloxamer 407 (catalog 16758-250G), and dextran sulfate (catalog D8906-5G) from MilliporeSigma; Ensure Original Nutritional Shake from retail pharmacy; PHA-665752 (catalog 14703) from Cayman Chemical; mouse recombinant active HGF protein (catalog 2207-HG) from R&D Systems, Bio-Techne; mouse Ultra-Sensitive Insulin ELISA from Crystal Chem (catalog 90080); Triglyceride LiquiColor test (catalog 2200225) from StanBio Laboratories; total cholesterol (catalog 999-02601) and NEFA-HR(2) (Wako); and thrombin (catalog T4648-1KU) from MilliporeSigma.

### Animals and diets.

Floxed ChREBP mice were generated at UT Southwestern Medical Center as previously described (12). Albumin-Cre mice (stock 003574) were purchased from The Jackson Laboratory. ChREBP LKO experiments were performed on a mixed C3H/HeJ and C57BL/6J background as previously described (3). 

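In the GRCm38 annotation, mouse *Hgfac* has 7 transcripts, and its main protein-coding transcript has 14 exons and 2135 nucleotides on the forward strand of chromosome 5. Exon 1 spans 35041509 to 35041710 (202 bp). Its coding sequence begins at 35041597, so that 114 bases of the exon are coding and the rest is 5′ untranslated. Intron 1 spans 35041711 to 35042289 (579 bp). Exon 2 spans 35042290 to 35042464 (175 bp), all of it coding. From the start of exon 1 to the end of exon 2 there are 956 bp. The exons after exon 2 hold 1758 nucleotides, 82.3% of the transcript. The sequence of the forward genotyping primer lies in exon 1, at position 42 of the transcript. The counts behind the RNA-Seq levels of *Hgfac* are summed over the exons of the gene, so that reads on the exons after exon 2 are included.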

HGFAC-KO mice on a C57BL/6J background were generated at the Duke Transgenic and Knockout Mouse Core, by introducing an 857 bp spanning mid exon 1 and exon 2 by CRISPR/Cas9. ADV overexpression of HGFAC was performed in wild-type C57BL/6J male mice purchased from The Jackson Laboratory. Mice were fed a chow diet (LabDiet 5008 or 5053), 60% fructose diet (TD.89247 Harlan Teklad), or 45% fat/18% sucrose diet (D12451i, Research Diets) ad libitum for indicated times. Experimental mice were housed at 21°C–22°C on a 12-hour light/12-hour dark cycle in ventilated cages with 30 air exchanges per hour. All experiments were conducted with male mice, except where stated otherwise. Genotyping primers can be found in Supplemental Table 4. Rat experiments were performed in double-housed, 8-week-old, male Wistar rats (Charles River Laboratories) maintained on a standard chow diet (TD.7001, Harlan Teklad). Rats were fasted overnight and then fed either standard chow or 60% fructose diet (TD.89247, Harlan Teklad) ad libitum. Rats were sacrificed 4 hours later, and livers were snap-frozen for further analysis.

### Cell lines.

AML12 (CRL-2254) and HepG2 (HB-8065) cells were obtained from ATCC. AML12 cells were cultured in DMEM/F12 + 10% FBS supplemented with 1× Insulin-Transferrin-Selenium (100×, Thermo Fisher Scientific, 41400045) and 40 ng/mL dexamethasone (MilliporeSigma, D4902). HepG2 cells were cultured in DMEM + 10% FBS (Thermo Fisher Scientific, 16000044).

### ChIP-Seq and analysis.

Wild-type, male, 8-week-old C3H/HeJ and C57BL/6J mice were fasted for 5 hours and gavaged with fructose (4 g/g BW) versus water control (*n* = 6/group). Mice were euthanized 90 minutes after gavage, and tissues were harvested and snap-frozen in liquid nitrogen for further analysis. Chromatin was prepared using truChIP Chromatin Shearing Tissue Kit (Covaris). A total of 25–30 mg of frozen liver tissue was quickly minced with razor blades in PBS at room temperature. Tissue was crosslinked with 0.5 M disuccinimidyl glutarate in PBS for 45 minutes at room temperature, followed by fixation with 1% formaldehyde in Fixing Buffer A (Covaris) for 5 minutes at room temperature. Crosslinking was stopped by Quenching Buffer E (Covaris). After washing, nuclei were isolated by Dounce homogenization followed by centrifugation at 1,700*g* for 5 minutes at 4°C. The nuclear pellet was resuspended in cold 0.25% SDS Shearing Buffer (Covaris). Chromatin was sheared in 1 mL AFA milliTUBEs (Covaris) using Covaris S220X focused ultrasonicator with the following parameters: peak incident power 140 W, duty factor 5%, and cycles per burst 200 for 12 minutes. The sheared chromatin was centrifuged 15,800*g* for 15 minutes at 4°C to pellet the debris, and a 10 μL aliquot was de-crosslinked and used for quantification with Qubit (Thermo Fisher Scientific). Sheared chromatin (1.5–3 μg) was diluted in ChIP dilution buffer (16.7 mM Tris [pH 8], 1.2 mM EDTA, 25 mM NaCl, 1.1% Triton X-100, 0.01% SDS), and 1 μg of ChREBP antibody (Novus Biologicals, Bio-Techne, catalog NB400-135) or control rabbit IgG (sc-2027, Santa Cruz Biotechnology) was added, followed by overnight incubation at 4°C. Reactions were then incubated for 1 hour at 4°C with protein A/G dynabeads (Invitrogen, Thermo Fisher Scientific) preblocked in PBS/0.5% and BSA/0.5% Tween. Beads were then washed in low-salt wash buffer (20 mM Tris [pH 8], 1 mM EDTA, 140 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS), high-salt wash buffer (20 mM Tris [pH 8], 1 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS), LiCl wash buffer (10 mM Tris [pH 8], 1 mM EDTA, 0.5% NP-40, 0.5% sodium deoxycholate, 250 mM LiCl), and TE buffer (10 mM Tris [pH 8], 1 mM EDTA) and eluted and reverse crosslinked in elution buffer (10 mM Tris [pH 8], 5 mM EDTA, 0.1% SDS, 300 mM NaCl, 0.8 mg/mL proteinase K, 10 μg/mL RNase A) by incubating at 65°C for 10 hours. DNA was extracted using AMPure XP beads following the manufacturer’s manual and quantified by Qubit (Thermo Fisher Scientific). Immunoprecipitated chromatin was pooled by genotype and gavage condition for further analysis.

Library preparation, sequencing, and analysis were performed in the Boston Nutrition Obesity Research Functional Genomics and Bioinformatics Core. The ChIP-Seq reads were demultiplexed using bcl2fastq and aligned to the GRCm38 mouse genome using Bowtie2 (81). PCR duplicates and low-quality reads were removed by Picard. Reads were processed using SAMtools and subjected to peak calling with MACS2. SAMtools was also used to obtain 2 pseudoreplicates per sample (82, 83). Only the peaks present in both pseudoreplicates were included for further downstream analysis. The coverage for peaks was obtained using BEDtools multicov (84). Normalization and differential analysis were performed using edgeR between fructose and water gavage conditions (85). To visualize ChIP-Seq signals, reads were converted to the BigWig file format using BEDtools and bedGraphToBigWig (86). Peaks were tied to genes based on the nearest gene and transcription start site within a radius of 200 kb distance. The gtf file from GENCODE version M24 was filtered to include only processed transcript and protein coding transcript types as well as filtered for well-supported transcripts (using only transcript support levels 1 and 2).

For MAGENTA analysis, genes included in the analysis were further filtered for transcriptional start sites that resided within 20 kb of a ChIP-Seq peak. Human homologs of this set of mouse genes were analyzed using the MAGENTA algorithm in conjunction with joint Metabochip and GWAS triglyceride data from the Global Lipids Genetics Consortium (21, 27). Candidate genes were called secretory proteins based upon their annotation in the UniProt database (87).

### ChIP-PCR.

Male ChREBP-LKO mice on C3H background and littermate controls were fasted overnight and fed HFrD for 3 hours (*n* = 3/group). Mice were euthanized and tissues were harvested and snap-frozen in liquid nitrogen for further analysis. ChIP was performed as above. qPCR was performed as described below.

### Metabolic testing.

Body composition was measured by Bruker Minispec LF 90II. Circulating triglycerides were measured from ad libitum–fed mice at 1 pm in blood collected from the tail vein. For glucose and glycerol tolerance tests, mice were fasted for 5 hours starting at 7 am, and glycerol or glucose (2 g/kg body weight) was injected intraperitoneally. For insulin tolerance tests, mice were fasted overnight, and 1 U insulin/kg (Humulin R, Eli Lilly and Co.) was injected intraperitoneally. Glucose measurements were performed using a handheld glucometer (Bayer Contour). For mixed meal tolerance tests, mice were fasted overnight and gavaged with 10 μL/g of Ensure. Blood was collected from the tail vein at 0- and 10-minute time points for insulin measurement. For VLDL secretion assay, mice were fasted for 3 hours and injected with 1 g/kg poloxamer 407.

### Hepatic triglyceride measurements.

Liver neutral lipids were extracted with a modified Folch method. First, 100 mg of liver tissue was homogenized in 3 mL chloroform/methanol (2:1) and incubated overnight with shaking. Next, 800 μL of 0.9% saline was added, vortexed, and centrifuged (2,000*g* for 10 minutes at room temperature). The chloroform phase was collected and dried overnight. Triglycerides were dissolved in butanol/Triton X-100/methanol (60:27:13 by volume) and measured using colorimetric triglyceride assay (StanBio).

### HGFAC/HGF activation assay.

Blood was collected from 3 control and 3 HGFAC-KO mice and allowed to clot at room temperature for 1 hour, then centrifuged at 7,000*g* for 15 minutes, and serum was collected. Serum was incubated with 10 μg/mL dextran sulfate and 1 U of thrombin for 3 hours at 37°C with 0.05 M Tris, 0.05 M NaCl, and 0.05 M CaCl_2_. HepG2 cells were treated with serum diluted with DMEM (1:10) for 5 minutes and then harvested. Activation of c-MET was assessed by immunoblotting.

### Mouse complete blood count.

Mouse complete blood count was performed with K_2_ EDTA–treated plasma obtained from tail veins via an Element HT5 veterinary hematology analyzer (Duke University Veterinary Diagnostic Laboratory).

### Immunoblotting.

Whole liver tissues were homogenized in lysis buffer containing 20 mM Tris-HCl, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton, phosphatase (Pierce, Thermo Fisher Scientific, A32957), and protease inhibitors (MilliporeSigma, P8340). Protein concentration was measured with the BCA method (Thermo Fisher Scientific, 23225). Approximately 15–40 μg of protein was used for liver immunoblots. For plasma samples, 1 μL of plasma was mixed directly with 15 μL of Laemmli buffer with reducing reagent added (NuPAGE Sample Reducing Agent, NP0004). Lysates were then subjected to immunoblotting with the indicated antibodies: anti-HGFAC (R&D Systems, Bio-Techne, AF1715), anti–β-actin (Cell Signaling Technology, 4970S), anti–phosphorylated c-MET (Cell Signaling Technology 3077), anti–total c-MET (Cell Signaling Technology 3127), anti-PPARγ (Cell Signaling Technology 2435), anti-PDHA1 (phospho-S293) (Abcam, ab92696), anti-PDH (Cell Signaling Technology 3205), anti-p85 (Upstate, 06-496), and anti-PCNA (Cell Signaling Technology, 2586). Quantification of blots was performed with a ChemiDoc XP (Bio-Rad) and Image Lab software v6.0. For loading normalization, whole-lane protein was quantified using Bio-Rad Stain-Free technology.

### qPCR.

TRI reagent (MilliporeSigma, T9424) was used for RNA isolation from mouse liver and cell lines. RNA was reverse-transcribed using a SuperScript VILO kit (Invitrogen, Thermo Fisher Scientific). Gene expression was analyzed with the ABI Prism sequence detection system (SYBR Green; Applied Biosystems, Thermo Fisher Scientific). Gene-specific primers were synthesized by Thermo Fisher Scientific (Supplemental Table 4). Each sample was run in duplicate and normalized to *Tbp* (ChREBP-LKO cohorts), *Ppib* (HGFAC cohorts), or *rplp0* for rat experiments.

### ADV overexpression of HGFAC in mice.

Murine *Hgfac* cDNA (Sino Biological, catalog MG50039-M) was subcloned via Gateway recombination into the pAd/PL-DEST adenoviral vector with CMV promoter (Thermo Fisher Scientific, catalog V49420). The ADV-GFP control vector has been previously described (88). ADV vectors were produced and purified as previously described (88). Anesthetized mice were injected with 5 × 10^10^ ADV particles expressing HGFAC versus GFP control via retro-orbital injection. Expression of HGFAC was assessed by immunoblotting plasma for circulating HGFAC 3 days after ADV transduction.

### RNA-Seq and analysis.

RNA was isolated from mouse liver with TRI reagent (MilliporeSigma, T9424). RNA-Seq was performed at Duke Center for Genomic and Computational Biology. RNA quality was assessed using a Fragment Analyzer (Advanced Analytical Technologies). mRNA capture, fragmentation, and cDNA library construction were conducted using a stranded mRNA-Seq Kit (Kapa Biosystems, KR096, v6.17). 50 bp paired-end sequencing was performed on an Illumina NovaSeq 6000, and at least 35 million reads were obtained per sample. Sequencing data were uploaded to https://usegalaxy.org/ and aligned with HISTAT2 (2.1.0) using mouse genome assembly GRCm38 (mm10). Transcript levels were quantified using FeatureCounts (89). Transcript level count was uploaded to the BioJupies server and analyzed for differential gene expression and Kyoto Encyclopedia of Genes and Genomes pathway enrichment (90–92).

### Human hepatic HGFAC gene expression and analysis.

*HGFAC* mRNA expression values for lean, obese, and obese/diabetic patients were extracted from data deposited in NCBI Gene Expression Omnibus (GEO) (GSE15653) (41). Liver RNA-Seq read counts were obtained from the GTEx project (version 8, 2017-06-05). Genes with average expression value > 20 were log-transformed and transformed to *z* scores. Pearson’s correlations were calculated for each gene with HGFAC. The top 5% of correlated genes were analyzed with enrichR against ARCHS4 transcription factor coexpression database (40, 93). For correlation between *HGFAC* and ChREBP targets, a composite expression vector for validated ChREBP targets (*PKLR*, *ALDOB*, *FASN*, *KHK*, and *SLC2A2*) was computed by averaging the log-transformed *z* score expression values for each of these genes.

### Genomic data.

Genomic data have been deposited in GEO (GSE217983).

### Statistics.

All data are presented as the mean ± SEM. Data sets were analyzed for statistical significance with GraphPad Prism using 2-tailed unpaired *t* tests, and where indicated 2-way ANOVA and with post hoc comparisons performed with Holm-Šídák test or 1-way ANOVA with Holm-Šídák multiple comparisons test between control and individual groups. Statistical significance was set at *P* < 0.05.

### Study approval.

All rodent studies were approved by the Beth Israel Deaconess Medical Center Institutional Animal Care and Use Committee or the Duke University Medical Center Institutional Animal Care and Research Advisory Committee.

## Author contributions

MAH, AS, LD, SAH, and IA designed, performed, and interpreted mouse experiments. PJW and SAH performed rat experiments. MAH, LD, AS, WT, HS, RI, and LTT designed, performed, and interpreted computational analyses. AS and MAH designed, performed, and interpreted in vitro experiments. JMH designed and performed construction of ADV vectors, and MA and PJW prepared purified adenoviruses. PAG, WT, RM, and HHK assisted with performing and interpreting experiments. MAH conceived of, designed, and supervised the experimental plan and interpreted experiments. AS and MAH wrote the manuscript. All authors edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

## Figures and Tables

**Figure 1:**
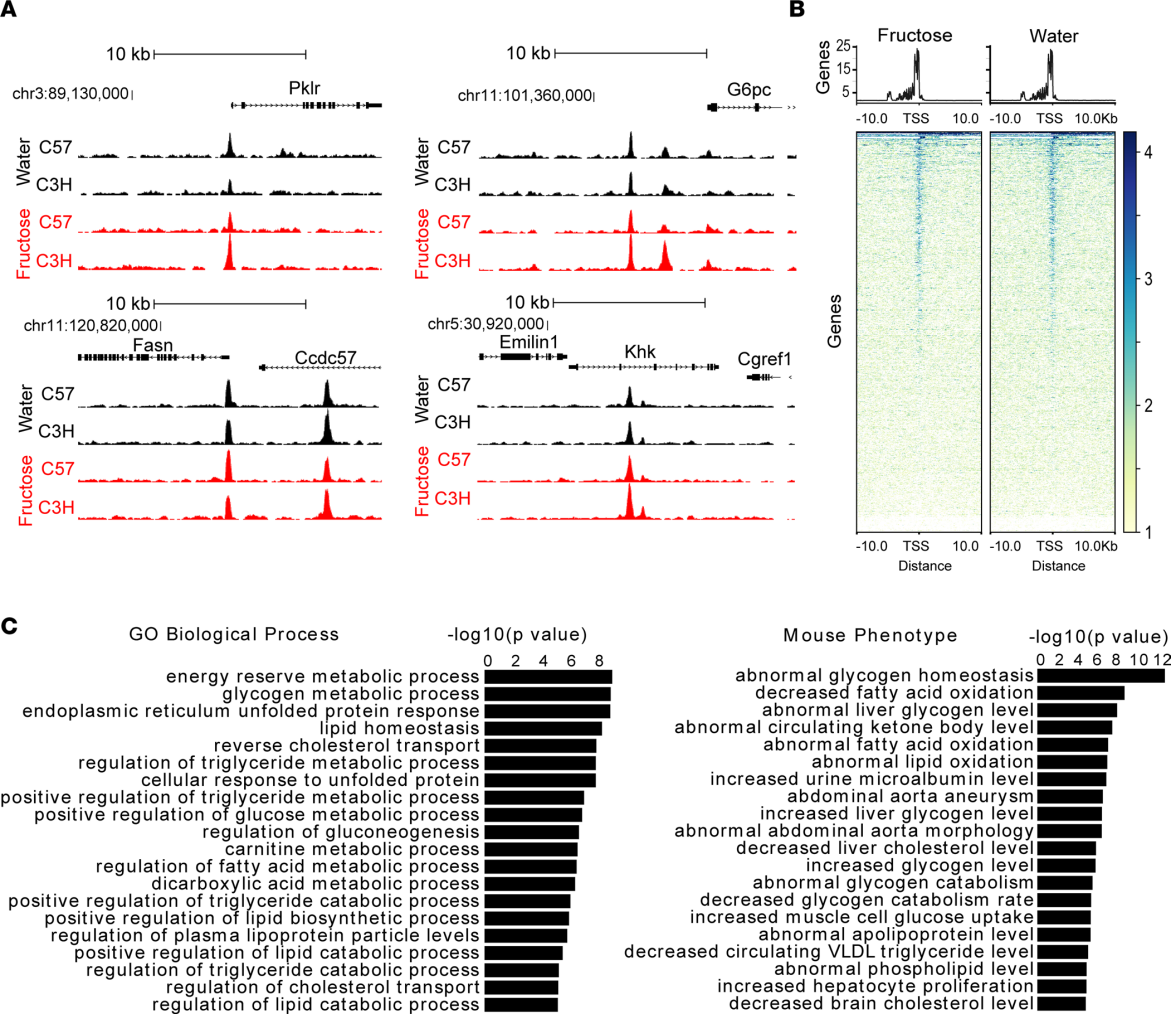
ChREBP is bound to liver genomic targets following water and fructose gavage after a 5-hour fast. (**A**) ChREBP ChIP-Seq signal tracks in liver of male C57 and C3H mice after a 5-hour fast and 90 minutes after water versus fructose gavage (4 g/kg body weight) in selected ChREBP transcriptional targets including Pklr, Gp6c, Fasn, and Khk. (**B**) Heatmaps showing hepatic ChREBP peaks after fructose versus water gavage. The amplitude of each peak center is represented by the *z* score and shown in blue. TSS, transcriptional start site. (**C**) Gene Ontology (GO) biological process and mouse phenotype pathway analysis for ChREBP peaks.

**Figure 2:**
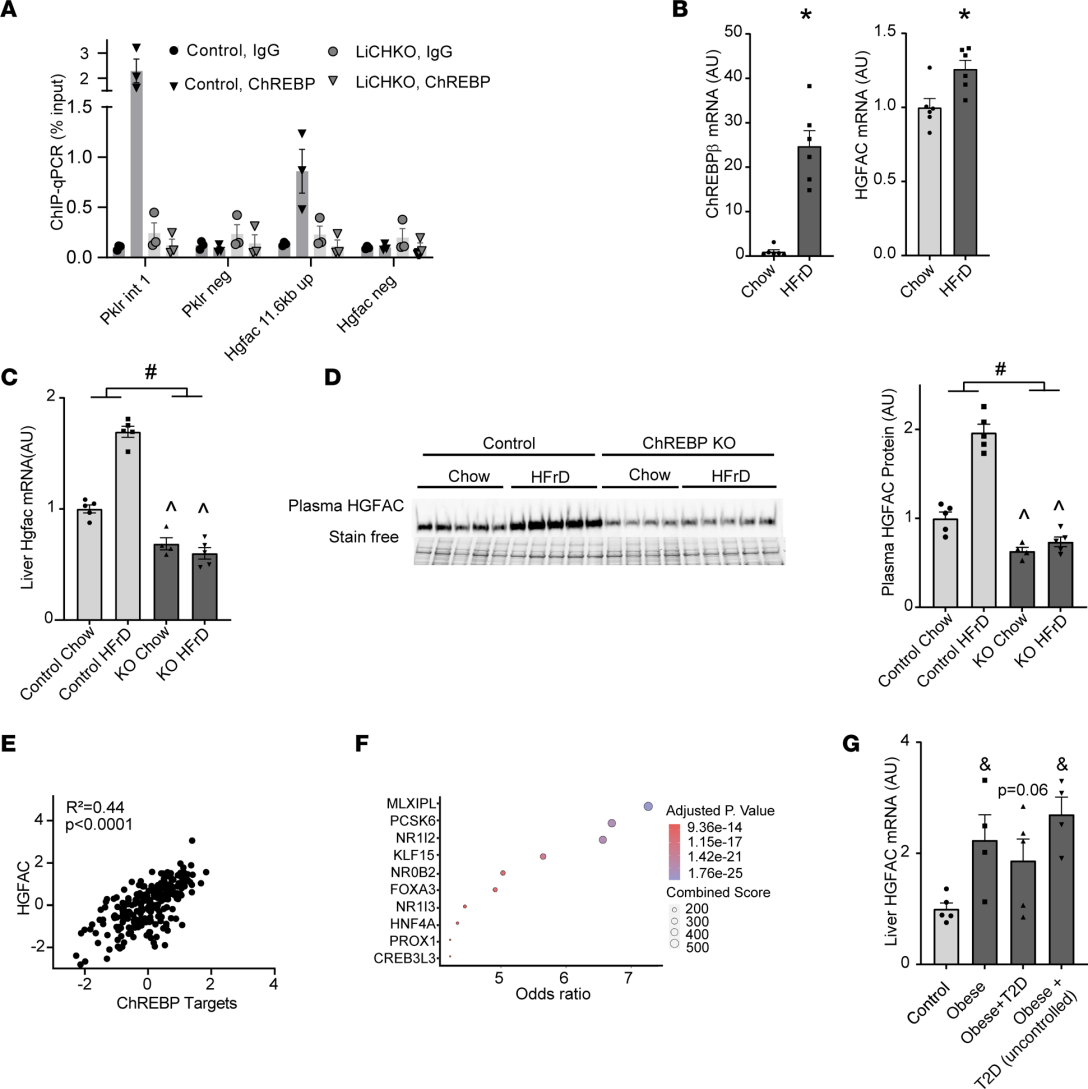
ChREBP links nutritional status to circulating HGFAC. (**A**) ChIP was performed from livers of control and ChREBP-LKO mice with anti-ChREBP or control IgG. qPCR was performed on immunoprecipitated chromatin with primers spanning the E-box in the Pklr promoter and the putative ChREBP binding site in proximity to HGFAC and in nonspecific regions (neg) in proximity to both ChREBP response elements (*n* = 3/group). (**B**) Hepatic *Chrebpβ* and *Hgfac* mRNA expression of overnight-fasted and 4-hour chow- or HFrD-fed Wistar rats (*n* = 7/group). (**C**) Liver mRNA expression and (**D**) circulating levels of HGFAC in control and ChREBP-LKO mice after 8 weeks on chow versus HFrD with densitometric quantification (*n* = 4–5/group). (**E**) Correlation between *HGFAC* mRNA expression and a composite vector comprising canonical ChREBP targets in human livers from the GTEx project (Pearson’s correlation *R*^2^ = 0.44, *P* < 0.0001, *n* = 226). (**F**) Factors ranked by odds ratio for enrichment of the 300 genes most highly coexpressed with the factor in the ARCHS4 project that are also present in the top 5% of genes that correlate with HGFAC expression in the GTEx project. Combined score = log(*P*) × *z*, where *P* is calculated by Fisher’s exact test and *z* score is calculated by assessing the deviation from the expected rank. The size and color of the circles correspond to the enrichment score and adjusted *P* value, respectively. (**G**) Expression of *HGFAC* mRNA in livers of healthy controls, obese nondiabetic participants, and obese participantswith well-controlled diabetes and poorly controlled diabetes, (*n* = 4–5/group). Data represent means ± SEM. Statistics were assessed by 2-way ANOVA with Holm-Šídák multiple comparisons between individual groups, ^#^*P* < 0.05, for main effects, ^*P* < 0.05 for comparison across genotypes within diets; or 1-way ANOVA with Holm-Šídák multiple comparisons test between control and other groups, ^&^*P* < 0.05.

**Figure 3:**
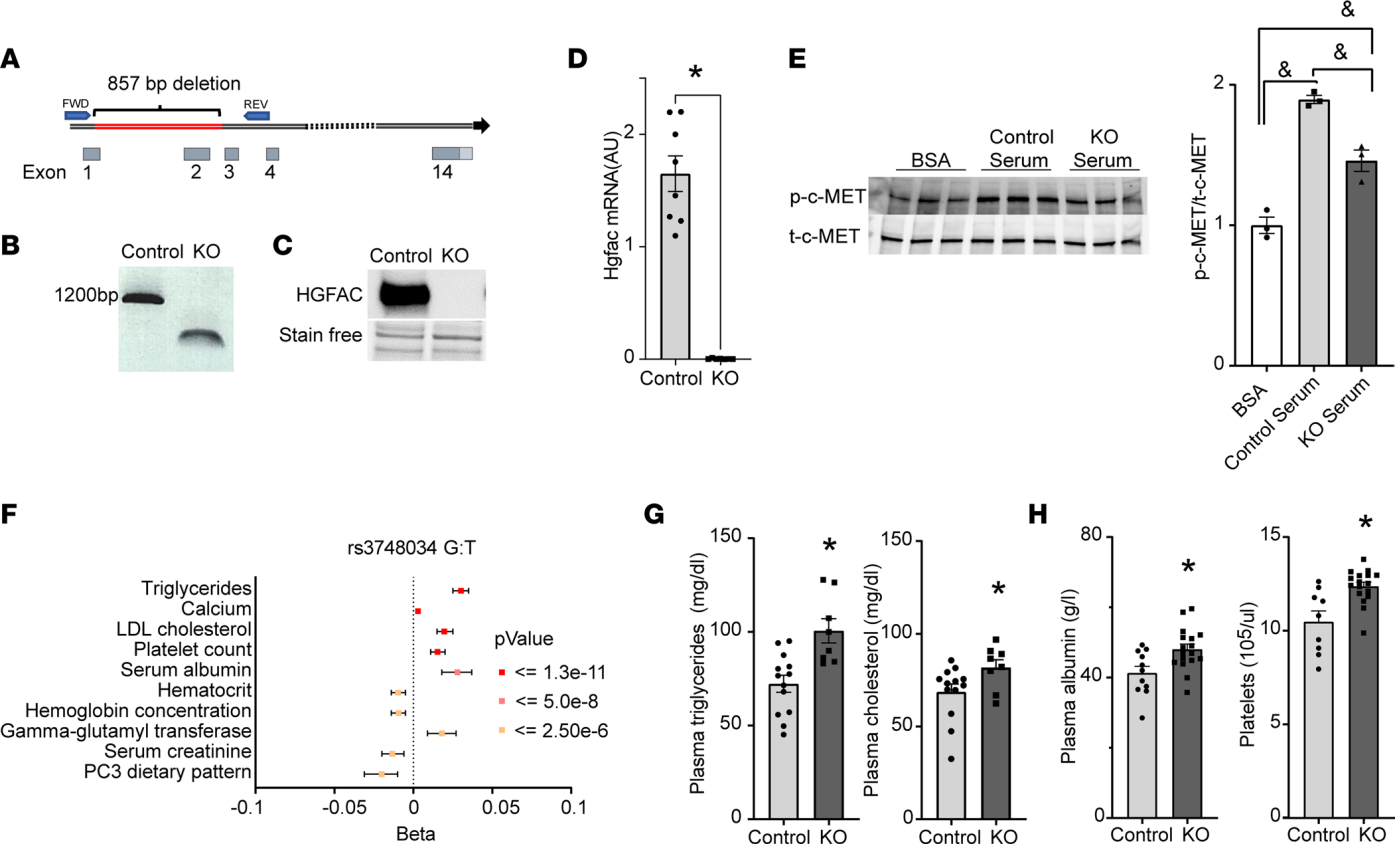
The phenotype in HGFAC-KO mice recapitulates the phenotype of a putative loss-of-function variant in human HGFAC. (**A**) Schematic depiction of *Hgfac* gene and the deleted region in red; FWD and REV indicate the positions of forward and reverse primers, respectively, used in genomic PCR shown in (**B**) confirming the deletion of an 857 bp region in the *Hgfac* gene. (**C**) Representative immunoblot of circulating HGFAC in control (wild-type, littermate control) and KO (HGFAC KO) plasma. (**D**) Hepatic *Hgfac* mRNA levels measured by qPCR in control and HGFAC-KO mice (*n* = 7–9/group). (**E**) Immunoblot and quantification of phosphorylated c-MET in HepG2 cells treated with activated sera of control and HGFAC-KO mice (*n* = 3/condition). (**F**) Forest plot of phenotypes associated with the rs3748034 putative loss-of-function coding variant in human *HGFAC*. (**G**) Quantification of plasma triglyceride and cholesterol levels in ad libitum chow-fed male control and HGFAC-KO mice (*n* = 8–13/group), (**H**) plasma albumin concentrations in male control and HGFAC-KO mice (*n* = 11–17/group), and plasma platelet levels in male control and HGFAC-KO mice (*n* = 9–17/group). Data represent means ± SEM. Statistics were assessed by 2-tailed unpaired *t* test, *P < 0.05; or 1-way ANOVA with Holm-Šídák multiple comparisons test between groups, ^&^*P* < 0.05.

**Figure 4:**
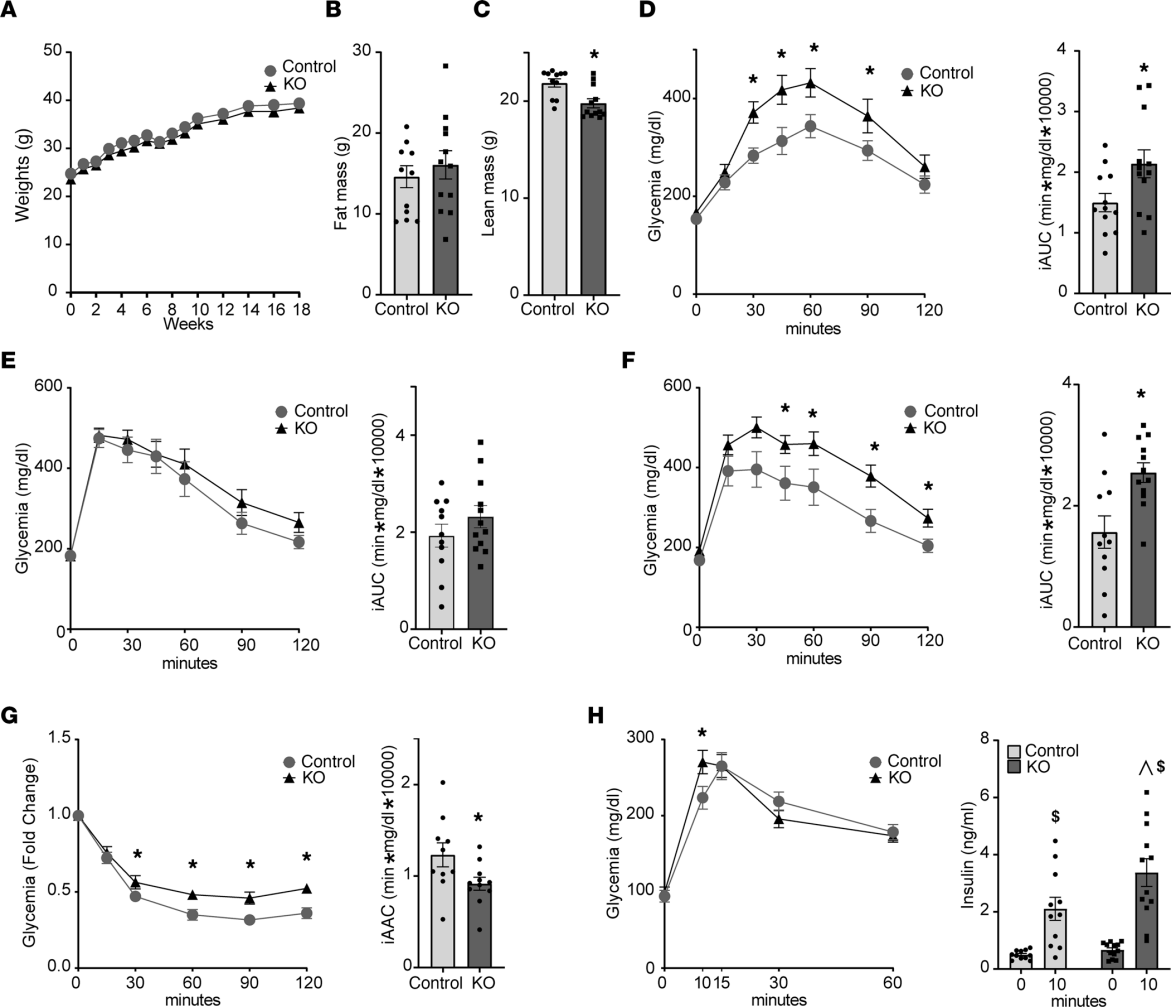
HGFAC-KO mice have impaired carbohydrate metabolism on HF/HS diet. (**A**) Body weight of male control and HGFAC-KO mice during 18 weeks of HF/HS feeding (*n* = 11–12/group unless otherwise specified). (**B**) Fat and (**C**) lean mass by NMR at 18 weeks. Glucose homeostasis was assessed at intervals throughout the study including (**D**) IP glycerol tolerance test at 4 weeks (**E**) IP glucose tolerance at 5 weeks, (**F**) IP glucose tolerance test at 13 weeks, (**G**) IP insulin tolerance test at 14 weeks (*n* = 10–11/group), and (**H**) a mixed meal tolerance test to assess insulin secretion at 16 weeks. Tail vein insulin levels were measured at 0 and 10 minutes. Data represent means ± SEM. Statistics were assessed by 2-tailed unpaired *t* test, *P < 0.05; or 2-way ANOVA with Holm-Šídák multiple comparisons between individual groups, ^*P* < 0.05 for comparison across genotypes within time points, ^$^*P* < 0.05 for comparison across time points within genotypes.

**Figure 5:**
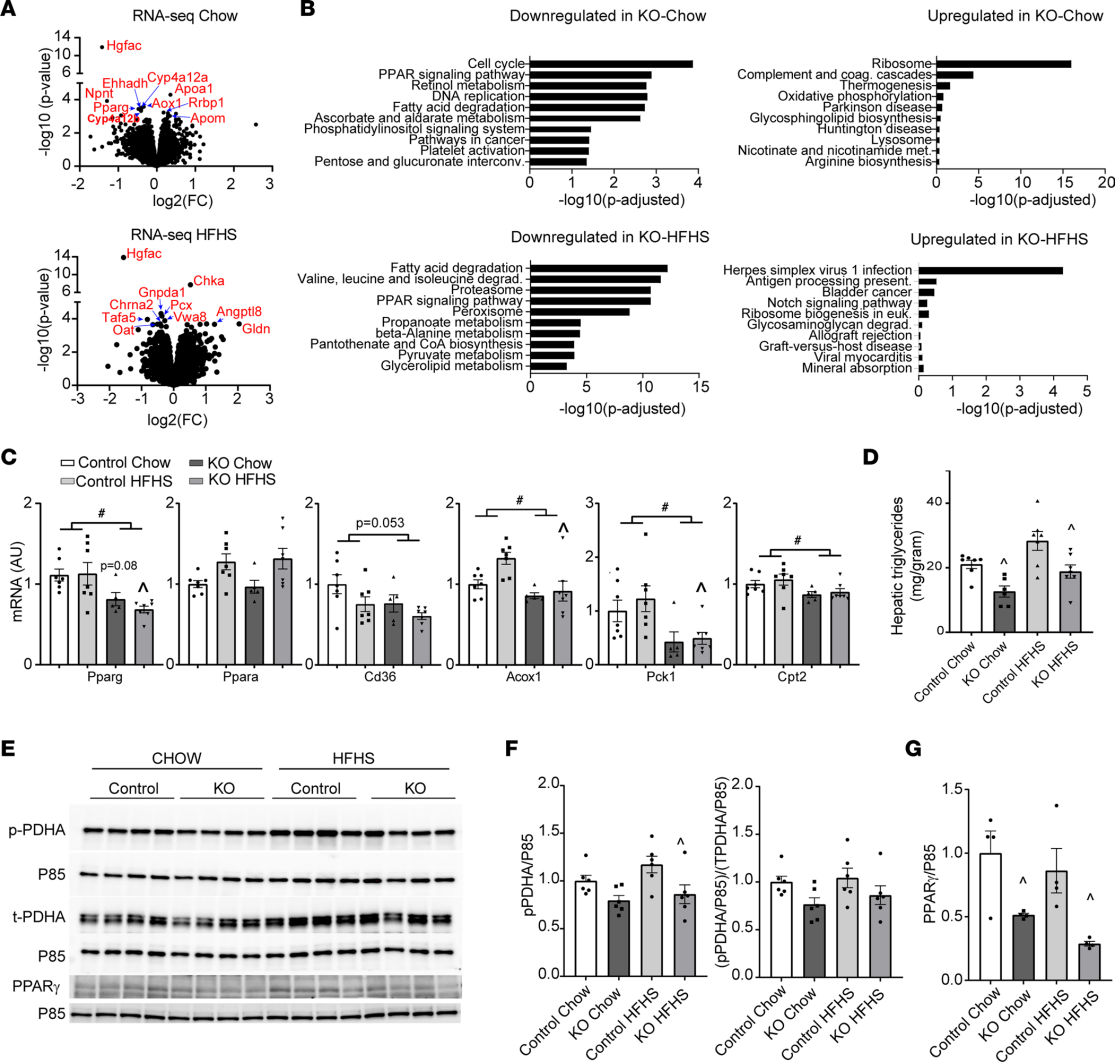
Hepatic PPARγ is downregulated in HGFAC-KO mice. (**A**) Volcano plot depicting differentially expressed genes from livers of chow- and HF/HS-fed HGFAC-KO mice versus controls. Named genes in red represent top 10 most differentially expressed genes ranked by *P* value. (**B**) Pathway analysis including the top 10 most downregulated and upregulated gene sets, respectively, in chow and HF/HS-fed HGFAC-KO livers compared with controls. (**C**) Hepatic mRNA levels of Pparg, Ppara, Cd36, Acox1, Pck1, and Cpt2 after 4 weeks of chow or HF/HS diet (*n* = 5–7/group). (**D**) Hepatic triglyceride levels in control and HGFAC-KO mice on chow and HF/HS diet after overnight fasting followed by 4-hour ad libitum refeeding (*n* = 6–7/group). (**E**) Immunoblot analysis and quantification of hepatic phospho-S293 PDHA, total PDHA and PPARγ, and P85 loading control in chow- or HF/HS-fed HGFAC KO and controls with quantification of phospho-S293 PDHA normalized to (**F**) P85 or to total PDHA (*n* = 6/group) and (**G**) PPARG normalized to P85 (*n* = 4/group). Data represent means ± SEM. Statistics were assessed by 2-way ANOVA with Holm-Šídák multiple comparisons between individual groups, ^#^*P* < 0.05, for genotype main effects, ^*P* < 0.05 for comparison across genotypes within diets.

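Of the genes named on the chow plot, *Apoa1* had the second smallest p. It rose from 8992 ± 479 CPM in controls (SD, n = 7) to 11541 ± 1094 CPM in HGFAC-KO mice (SD, n = 6), with a log2 fold change of 0.36 (standard error 0.06, adjusted p = 0.336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 HGFAC-KO mice were above all controls (two-sided exact permutation test, p = 0.000583). On HF/HS the log2 fold change of *Apoa1* was -0.11 (adjusted p = 0.701), and the difference between the diets was -0.46 (unadjusted p = 1.16e-04, adjusted p = 0.980). Control HF/HS replicate 2 had 12995 CPM of *Apoa1*, against 11117 to 11835 CPM in the other controls. *Npnt*, the third, fell from 1.09 ± 0.312 CPM in controls (SD, n = 7) to 0.451 ± 0.175 CPM in HGFAC-KO mice (SD, n = 6), with a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.674). Of the others, *Aox1* (log2 fold change -0.34), *Cyp4a12a* (-0.39), *Cyp4a12b* (-0.40) and *Ehhadh* were lower, and *Apom* (0.30) and *Rrbp1* (0.18) were higher. None of them passed with adjustment over all genes in edgeR. With DESeq2 adjusted over all genes, all but *Apom* passed (adjusted p from 5.56e-05 to 0.0333). As single genes, all differed by more than the spread between mice (two-sided exact permutation test, p from 0.000583 to 0.00408). By p, *Apom* ranked 11 and *Rrbp1* ranked 12.
On HF/HS, *Gnpda1* fell from 10.7 to 8.11 CPM (log2 fold change -0.40, adjusted p = 0.172) and *Vwa8* had a log2 fold change of -0.28 (adjusted p = 0.250). In both, 7 of 7 HGFAC-KO mice were below all controls. *Pcx*, which encodes pyruvate carboxylase, fell from 963 to 748 CPM (log2 fold change -0.36, adjusted p = 0.229) and *Oat* had a log2 fold change of -0.51 (adjusted p = 0.251). Both passed without KO HF/HS replicate 5 (adjusted p = 0.0188 for *Pcx* and 0.0381 for *Oat*), and 6 of 7 HGFAC-KO mice were below all controls in each. *Tafa5* (log2 fold change -0.82, adjusted p = 0.230) and *Chrna2* (log2 fold change -0.42) were also lower. Control HF/HS replicate 2 had 1.42 CPM of *Tafa5*, against 2.00 to 2.37 CPM in the other controls. *Angptl8* rose from 78.7 ± 27.8 to 158 ± 43.1 CPM (SD, n = 7 in each group), a log2 fold change of 1.00 (adjusted p = 0.331), and *Gldn* rose from 0.423 to 1.69 CPM (log2 fold change 1.94). In each of them 6 of 7 HGFAC-KO mice were above all controls.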

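Among the other pathways, the retinol metabolism list was lower on chow for 49 of 67 members, with a median log2 fold change of -0.08 (adjusted p = 1.94e-05 from camera). On HF/HS its adjusted p was 0.187, and 0.0406 without control HF/HS replicate 7, and the difference between the diets had an adjusted p of 0.0771. The branched-chain amino acid degradation list was lower on HF/HS for 41 of 45 members, with a median of -0.14 (adjusted p = 7.45e-14). On chow it was lower for 33 of 45, with a median of -0.04 (adjusted p = 0.00467), and it was not past the threshold without KO chow replicate 1 (0.0796) or control chow replicate 2 (0.0539). The proteasome list was lower on HF/HS for 34 of 40 members, with a median of -0.11 (adjusted p = 1.96e-11). On chow 28 of 40 were lower, with a median of -0.03 (adjusted p = 0.00999), and the result was not past the threshold without control chow replicate 1 (0.159) or 2 (0.332) or KO chow replicate 5 (0.196) or 6 (0.170). The peroxisome list was lower on HF/HS for 53 of 76 members, with a median of -0.10 (adjusted p = 2.43e-06). On chow 47 of 76 were lower, with a median of -0.02 (adjusted p = 0.0791), and the adjusted p ran from 0.00133 without KO chow replicate 2 to 0.648 without KO chow replicate 1. Over the alternatives it ran from 0.0439 to 0.618, with 1 alternative past the threshold. The mitochondrial ribosome list was higher on chow for 70 of 78 members, with a median of 0.05 (adjusted p = 4.60e-07), and had an adjusted p of 0.124 on HF/HS. Its chow result did not hold with the estimated correlation (adjusted p = 0.423) or under fry (0.323), nor did the difference between the diets (0.534 and 0.615). The difference between the diets in this list had an adjusted p of 8.86e-09. As scores, branched-chain amino acid degradation (p = 0.00524), peroxisome (p = 0.0140) and proteasome (p = 0.0245) differed by more than the spread between mice on HF/HS, in the two-sided exact permutation test. On chow the scores of these 3 lists and of retinol metabolism did not (p from 0.146 to 0.497). In the branched-chain list, 7 members passed on HF/HS and 3 on chow (*Acaa1b*, *Aox1* and *Ehhadh*) when adjusted over the list alone. Retinol metabolism had 4 on chow and 0 on HF/HS, peroxisome had 1 on chow (*Ehhadh*) and 0 on HF/HS, and proteasome had 0 on both, with 1 member at an unadjusted p under 0.05 on chow and 21 on HF/HS. Over all genes 0 members of these lists passed. From the rank of *Pparg* in these data and the reduced PPAR signaling set, together with its qPCR and immunoblot panels, the paper concludes that hepatic PPARγ is downregulated in HGFAC-KO mice.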

**Figure 6:**
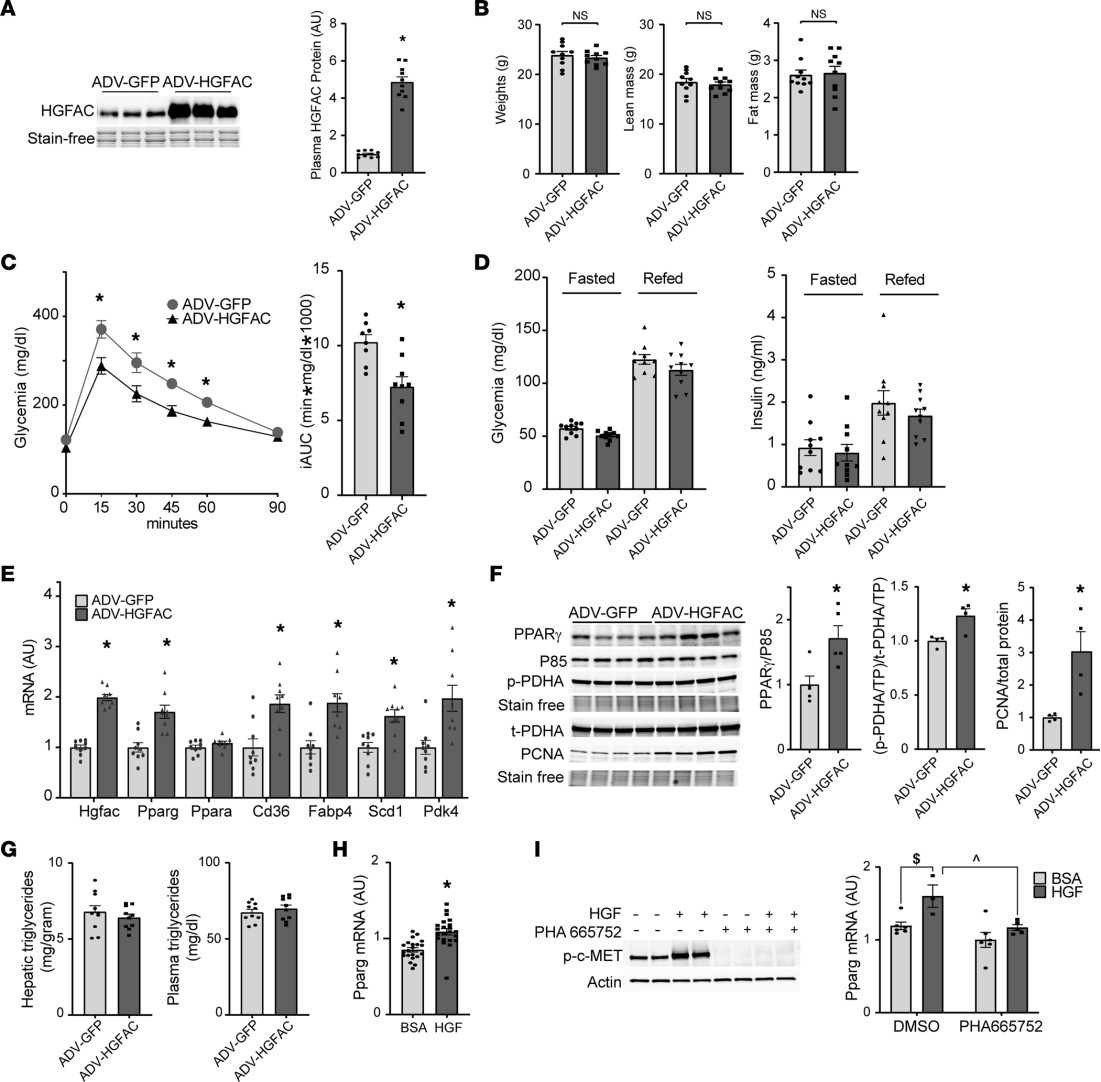
HGFAC overexpression enhances glucose homeostasis. (**A**) Immunoblot and quantification by densitometry of plasma HGFAC collected 3 days after 8-week-old male mice were transduced with adenovirus expressing GFP (ADV-GFP) or HGFAC (ADV-HGFAC). (**B**) Weights and lean and fat mass of ADV-GFP and ADV-HGFAC mice after 9 days of transduction (*n* = 10/group). (**C**) IP glucose tolerance test and corresponding iAUC performed 5 days after viral transduction (*n* = 8–9/group). (**D**) Overnight-fasted and 3-hour refed glycemia and peripheral insulin levels of GFP- and HGFAC-transduced mice (*n* = 10). (**E**) Hepatic mRNA levels of *Hgfac*, *Pparg* and -*a*, and PPARγ targets measured by qPCR 14 days after viral transduction. (**F**) Hepatic PPARγ, phospho-S293 PDHA, total PDHA, and PCNA immunoblots of liver from ADV-HGFAC– and ADV-GFP–transduced mice and quantification of PPARγ normalized to P85, phosphorylated PDHA normalized to total PDHA, and PCNA normalized to the total protein content (*n* = 4–5/group). (**G**) Hepatic and circulating triglyceride levels 14 days after viral transduction in ad libitum–fed mice. (**H**) *Pparg* mRNA levels in AML12 cells after overnight treatment with 50 ng/mL HGF or BSA. (**I**) c-MET phosphorylation by HGF in AML12 cells is inhibited by the c-MET inhibitor PHA-665752 (2.5 μM) preventing induction of *Pparg* mRNA. Data represent means ± SEM. Statistics assessed by 2-tailed unpaired *t* test, *P < 0.05; or by 2-way ANOVA with Holm-Šídák multiple comparisons between individual groups, ^*P* < 0.05 for comparison of effects of inhibitor within HGF treatment condition, ^$^*P* < 0.05 for effect of HGF within inhibitor or control treatment.

**Figure 7:**
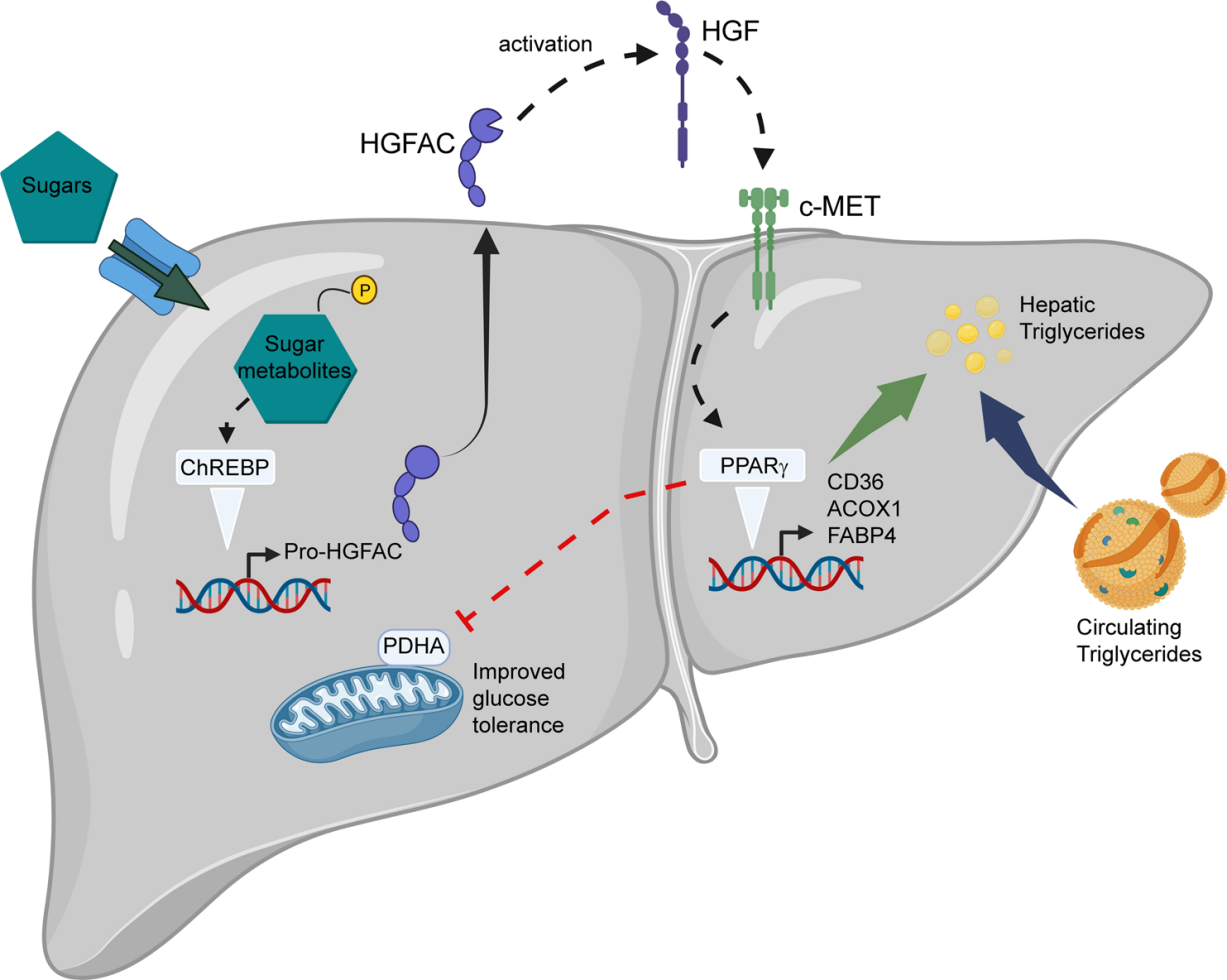
ChREBP-mediated activation of an HGFAC/HGF/PPARγ signaling axis mediates an adaptive response to preserve glucose tolerance in the setting of diets high in sugar. Glucose and fructose from high-sugar diets enhance production of sugar metabolites (hexose-phosphates) in the liver that activate hepatic ChREBP and lead to increased *Hgfac* transcription and translation. HGFAC is secreted into the circulation, where, once activated, it can act in a paracrine or endocrine fashion to proteolytically cleave and activate HGF. HGF binds and activates the c-MET tyrosine kinase receptor on hepatocytes and other cell types. In liver, this leads to upregulation of PPARγ expression that in turn activates transcriptional programs to promote hepatic triglyceride storage and to decrease circulating triglycerides. Additionally, hepatic PPARγ activity decreases activation of the pyruvate dehydrogenase complex, and this contributes to enhance systemic glucose tolerance.

**Table 1:**
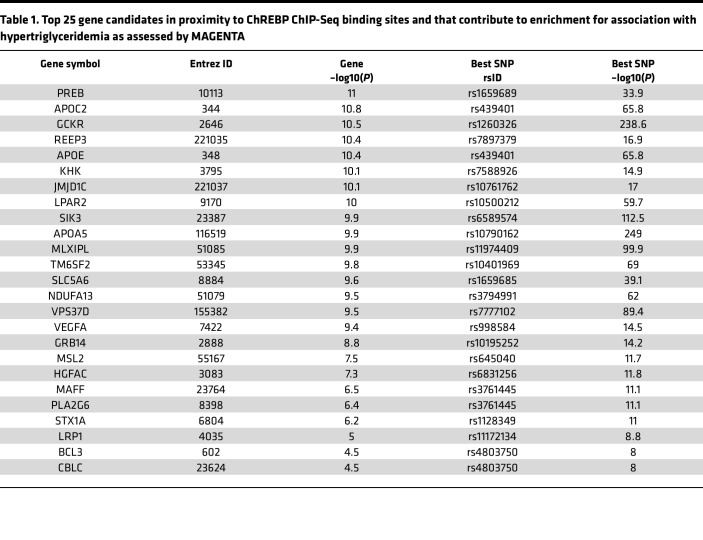
Top 25 gene candidates in proximity to ChREBP ChIP-Seq binding sites and that contribute to enrichment for association with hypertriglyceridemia as assessed by MAGENTA

# Supplementary material for: HGFAC is a ChREBP-regulated hepatokine that enhances glucose and lipid homeostasis
**Source:** JCI Insight. 2023 Jan 10;8(1):e153740. doi: 10.1172/jci.insight.153740
**Supplement:** Supplemental data

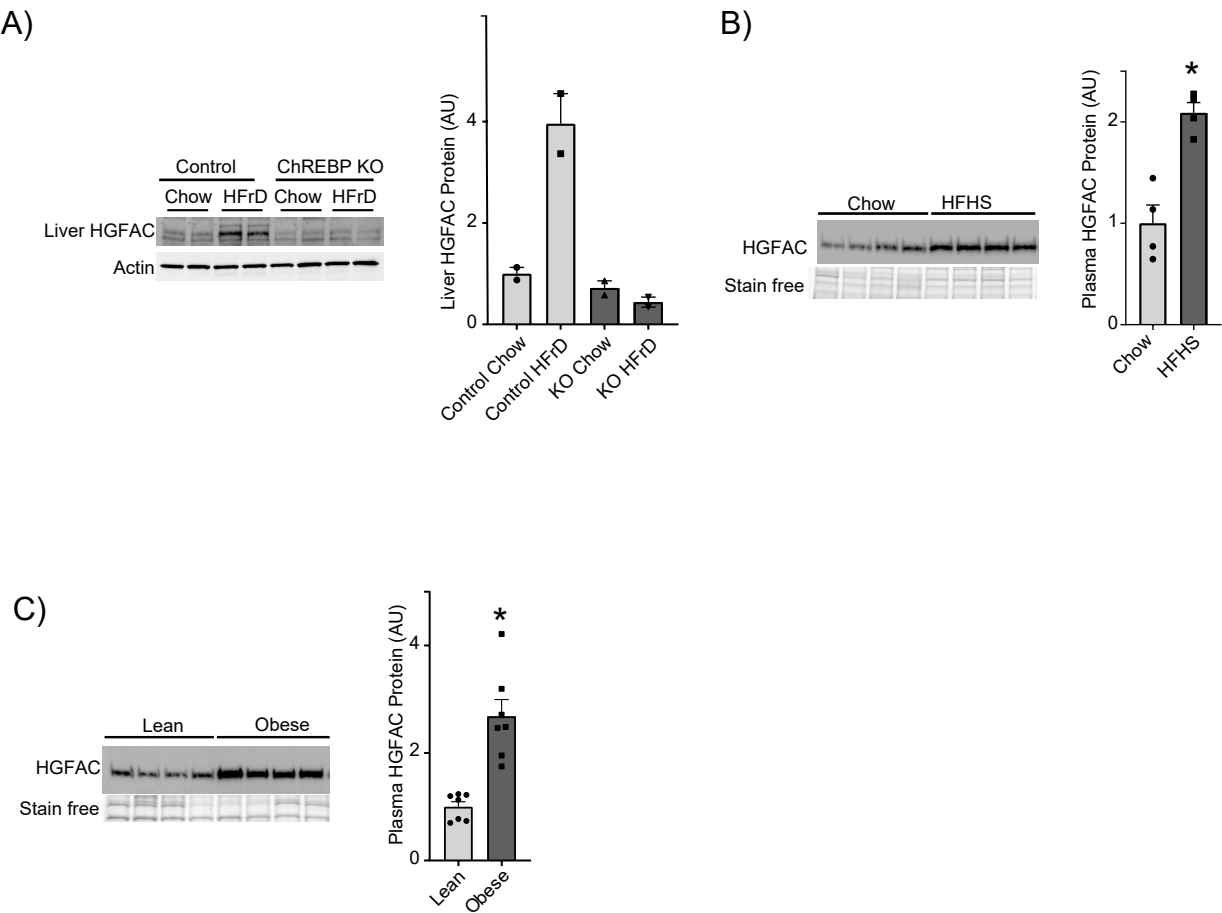

**Supplementary figure 1. A)** Immunoblot analysis and quantification of hepatic HGFAC in control and liver-specific ChREBP KO male mice after 8 weeks on chow versus high fructose diet (HFrD) (n=2/ group). Circulating levels of HGFAC in **(B)** male C57Bl/6J mice after 8 weeks on chow or HFHS diet, (n=4/group), and in **(C)** lean and obese Zucker rats, (n=7/group).(Representative blot shown). Data represent means  $\pm$  SEM, \* p<0.05, two-tailed unpaired t-test.

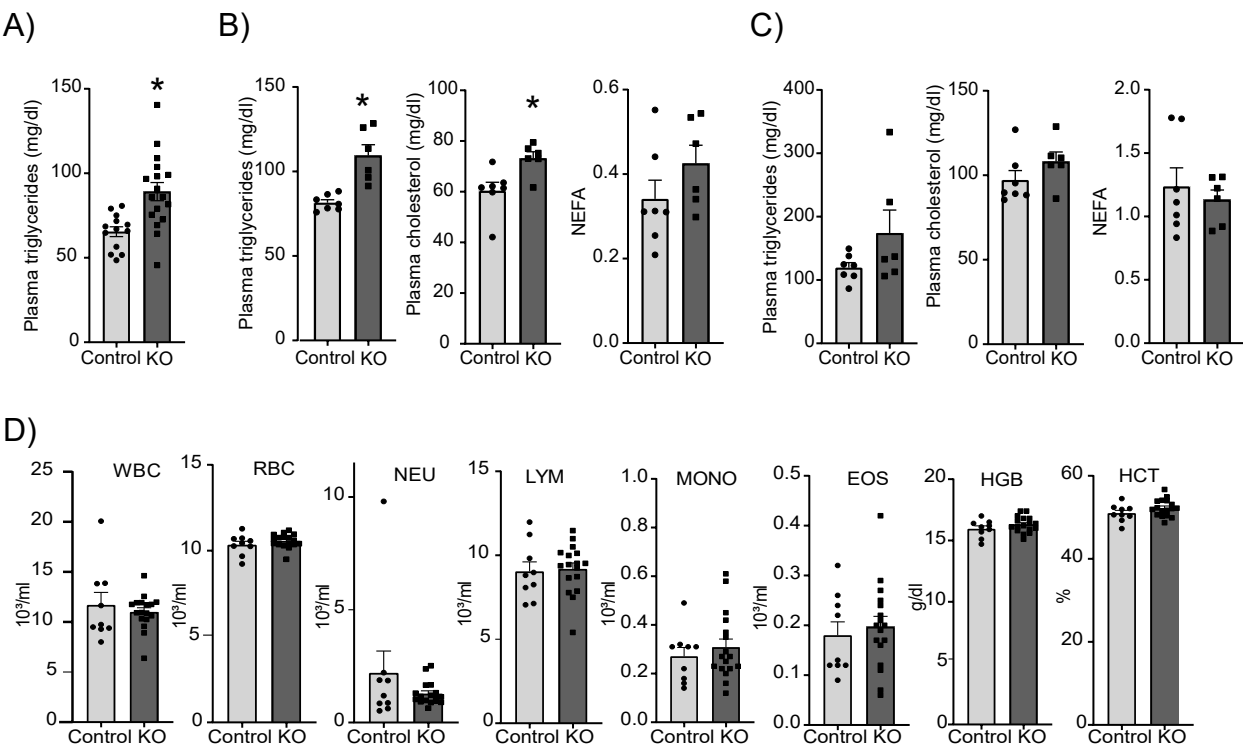

**Supplementary Figure 2. A)** Circulating levels of triglycerides in adlib-fed female HGFAC KO mice at 11 weeks (n=13-17/group). Circulating levels of triglycerides, cholesterol and NEFA in 8 weeks old control and HGFAC KO male mice on chow diet at ad-lib fed (**B**) and overnight fasted (**C**) state (n=6-7/group). **D)** Numbers of circulating white blood cells (WBC), red blood cells (RBC), neutrophils (NEU), lymphocytes (LYM), monocytes (MONO), and eosinophils (EOS), as well as hemoglobin (HGB) level and hematocrit (HCT) level are similar between Hgfac KO and control mice (n=9-17/group). Data represent means  $\pm$  SEM, \* p<0.05; two-tailed unpaired t-test.

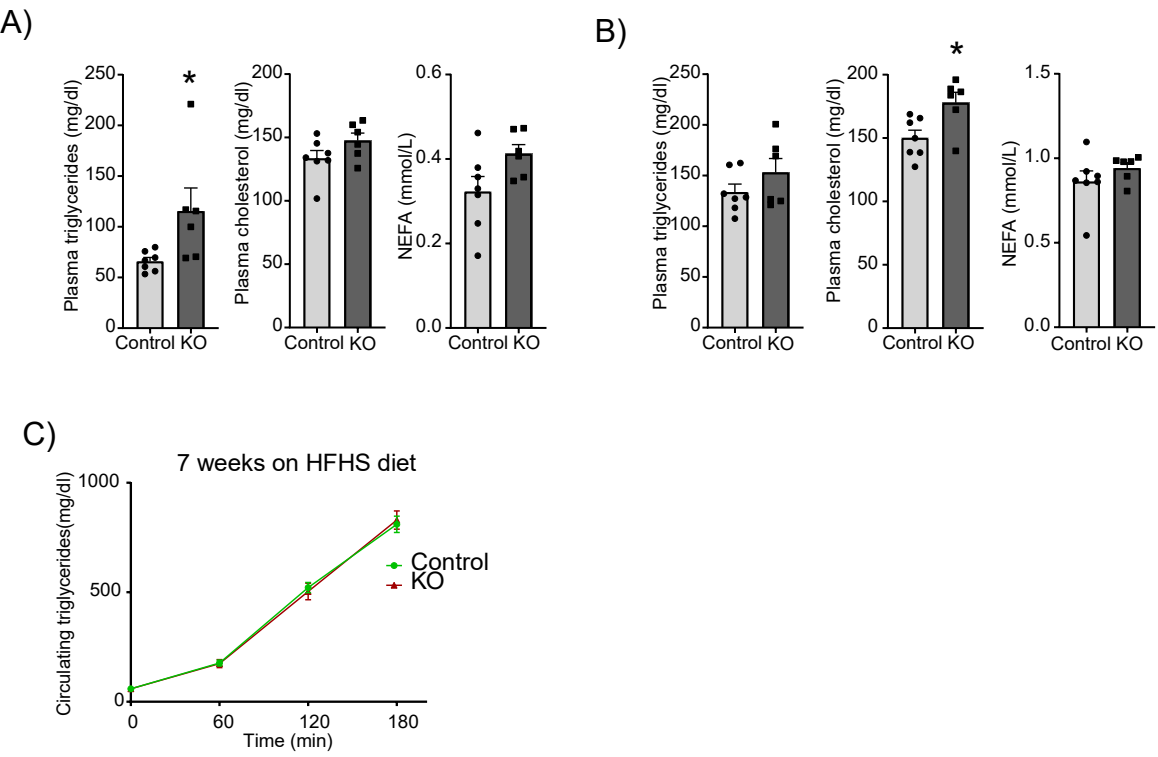

**Supplementary Figure 3.** Circulating levels of triglycerides, cholesterol and NEFA in control and HGFAC KO male mice after 8 weeks of on HFHS diet at adlib fed **(A)** and overnight fasted **(B)** state (n=6-7/group). **C)**Plasma triglyceride levels in WT and Hgfac KO mice fed HFHS diet for 7 weeks after 3 hours food removal followed by IP injection with 1g/kg poloxamer 407, (n=12/group). Data represent means  $\pm$  SEM, \* p<0.05, two-tailed unpaired t-test.

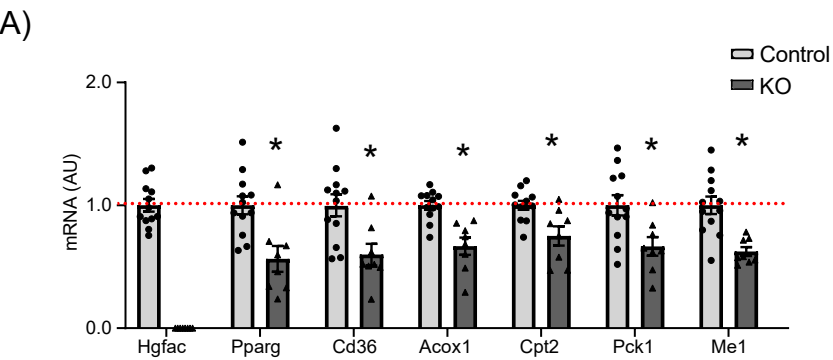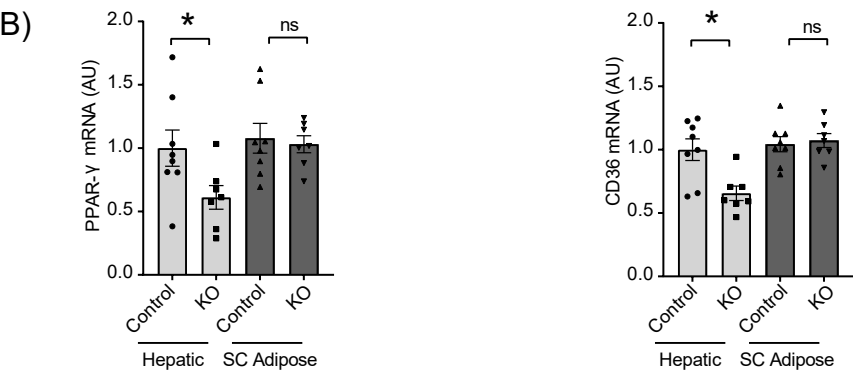

**Supplementary Figure 4. A)** PPAR-γ and its targets are downregulated in HGFAC KO mice (replication cohort). Hepatic mRNA levels of Hgfac, Pparg, Cd36, Acox1, Cpt2, Pck1 and Me1 in ad libitum chow fed Hgfac KO mice (KO) and controls. (n=8-12/group). **B)** Hepatic, but and SC adipose (Inguinal) tissue expression of Pparg and Cd36 mRNA are downregulated in HGFAC KO animals on Chow diet, (n=7-8/group). Data represent means ± SEM, \*p<0.05, two-tailed unpaired t-test.

A)

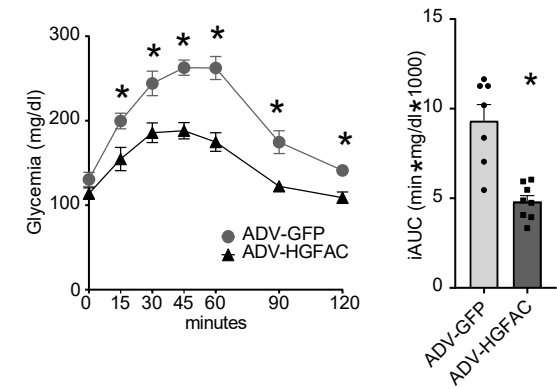

B)

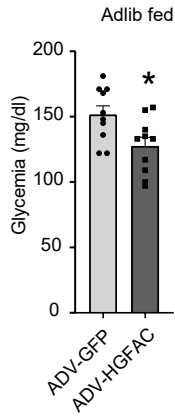

**Supplementary Figure 5. A)** IP glycerol tolerance test and corresponding iAUC performed two weeks after adenoviral transduction, (n=7-8/group). **B)** Adlib-fed peripheral glucose levels in ADV-GFP or ADV-HGFAC transduced mice. n=10 per group, Data represents Mean  $\pm$  SEM, \*p<0.05, two-tailed unpaired t-test.

How the deposited data were processed for this re-analysis (not part of the article)

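Liver RNA from 27 mice was measured by RNA-Seq, in 4 groups of littermate controls and HGFAC-KO mice on chow or on HF/HS diet, 6 mice in the HGFAC-KO group on chow and 7 in each of the other groups, after 4 weeks on the diet. The authors captured mRNA, made stranded libraries, sequenced short paired-end reads, aligned them to GRCm38 with HISAT2 and counted them on genes with featureCounts, and they deposited the counts per gene of all mice in 1 table, without normalization. The alignment and the counting are therefore in the values, and reads shared between near-identical genes were assigned by the authors' counting. Mice were assigned to groups from their labels, and the level of *Hgfac* was lower in each mouse labelled as HGFAC-KO than in each control on the same diet. No 2 libraries of a group matched within sampling noise (lowest chi-square per gene 20.2).

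The table has 27179 rows, of which 3886 name no gene. These held between 4.13% and 12.1% of the counts of a library and stayed out of library sizes and tests. One of them, which the table lists between *Esp15* and *Esp38*, held 3.41% of all counts, from 0.892% to 8.34% of a library. Between these genes the annotation of GRCm38 has a ribosomal RNA gene (CT010467.1, chromosome 17, 39846353 to 39848827), the noncoding RNA genes Gm26917, Gm42418 and AY036118, of which the last 2 overlap it, and 2 pseudogenes. Which of these the row counts is not known here. The named rows hold 23191 gene symbols, and 89 symbols on more than 1 row (191 rows) were summed. Total counts per library ran from 36056177 to 57298657. Such depth gives small counting errors for most liver genes, while genes near 1 CPM are less precise. The 10 genes with the most counts took between 16.3% and 19.9% of the named counts of a library, and *Alb* had group medians between 5.48% and 8.02%. Genotypes differed in counts on named genes by -0.11 on the log2 scale on chow (two-sided exact permutation test, p = 0.0659) and by 0.15 on HF/HS (p = 0.125).

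Genes were tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, the filterByExpr filter (minimum count 10, minimum total 15), a quasi-likelihood fit with robust estimation, Benjamini-Hochberg adjustment, and an adjusted p threshold of 0.05. Each genotype comparison used only the mice of its diet. HF/HS was compared with chow within each genotype, and the difference between the diets in the genotype effect was tested as an interaction over all 27 mice. CPM of single genes used a prior count of 2 on the log2 scale for the permutation tests, which were exact and two-sided. A difference said to exceed the spread between mice is one with a permutation p under 0.05. It need not exceed the SD or range of a group, and the groups can overlap. The paper's text names the BioJupies server and not the test it ran. The 25 gene lists were written by hand and are not a release of the Kyoto Encyclopedia of Genes and Genomes. They were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01. The groups, the tests, the alternatives, the lists and the rule for named genes were fixed before the data were examined. Which 14 of the 25 lists are reported one by one was chosen after list results had been seen, which affects the PPARA and PPARG liver targets and the core clock negative limb. Of the other 11, the mitochondrial ribosome is given with the pathways of Fig. 5 and in the closing section, and the rest only in the closing section.

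The rule for named genes was: every gene that the paper names for these data in its text or Fig. 5A, every gene that its qPCR panels measure or that it names for a pathway of its model (41 genes together), the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold in each comparison, and the 3 members of a list with the smallest p. Results for some of these genes are not reported here. Genes outside it are marked as chosen after their values were seen. Coordinates and exons come from the GENCODE annotation of GRCm38.

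The alternatives were DESeq2 1.42.0 with its size factors and independent filtering, limma voom, no filter on low counts, at least 10 counts in every library, upper-quartile normalization, 1 surrogate variable from sva 3.50.0, the replicate number as a block, a fit of all 27 mice, and leaving out each mouse in turn. DESeq2 without independent filtering was added after the results were seen, because on chow the filtering kept only 1993 of 13571 genes for the adjustment. For lists there were also a correlation estimated from the mice, fry, camera on ranks, and members held by no other list that the paper names. To weigh a technical explanation, a list was tested again with camera and its score per mouse by permutation after each correction. Other splits of the mice were drawn 100 at a time, the real one included. The fits were tested on simulated counts with 200 changed genes. There edgeR recovered 175 of 200 changed genes (87.5%) with 6 other genes called among 13497, DESeq2 179 with 30 others, and voom 174 with 8 others. The median absolute log2 fold change with edgeR was 1.00 there, so recovery of much smaller changes is not shown. The interaction recovered 159 of 200 among 13570 genes, with 4 others. A list of 44 members shifted by -0.3 came back at -0.28, and in counts without any change 0 of 13571 genes were called. The simulated genes varied independently of each other, so the preset correlation was not put to the test there. The shift was also larger than the real medians of that list, fatty acid degradation (-0.05 on chow and -0.13 on HF/HS). The qPCR, immunoblot and overexpression experiments of the paper are not analysed here.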

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

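Apart from the other splits of the mice, which were set out beforehand, the tests of gene length and GC content named in this part were chosen only after the result was seen.

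In 15 of 190 groups of values, 1 mouse lay far from the others of its group by Dixon's criterion, where chance alone gives about 1 in 20. On chow these were *Aox1* in control replicate 5 (133 CPM, others 158 to 175), *Fabp4* in KO replicate 1 (11.6 CPM, others 3.28 to 5.58), *Fgg* in KO replicate 4 (2445 CPM, others 1882 to 2078) and *Pklr* in KO replicate 3 (206 CPM, others 83.5 to 121). On HF/HS they were *Tafa5* in control replicate 2 (1.42 CPM, others 2.00 to 2.37), *Apoa1* in control replicate 2 (12995 CPM, others 11117 to 11835) and *Fabp4* in KO replicate 1 (6.77 CPM, others 4.46 to 5.32). KO HF/HS replicate 5 stood apart in *Pck1* (1788 CPM, others 375 to 918), *Met* (101 CPM, others 71.8 to 80.4), *Khk* (312 CPM, others 223 to 255) and the peroxisome score (0.0467, others -0.0724 to -0.0228). The proliferation score of KO HF/HS replicate 2 was 0.627 (others at most 0.0937). The share of groups is not far above what chance gives. Apart from KO chow replicates 1 and 4, whose other genes are given in this closing section, no explanation was tested for these single mice.

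Control HF/HS replicate 7 had the highest level of all 3 fibrinogen genes, which lie side by side and are counted as 1 pattern here: *Fga* 7583 CPM (others 3062 to 4120), *Fgb* 5768 CPM (others 2998 to 3600) and *Fgg* 4432 CPM (others 1993 to 2703). The same mouse had 1227 CPM of *Saa1*, an acute-phase gene chosen after its values were seen, against 16.3 to 126 CPM in the other controls on HF/HS. On chow, KO replicate 4, the mouse with the highest *Fgg* of its group, had 1289.5 CPM of *Saa1*, against 20.4 to 48.8 CPM in the other HGFAC-KO mice. *Saa2* and *Lcn2*, acute-phase genes also chosen after their values were seen, were high in the same 2 mice. *Saa2* was at 653 CPM in the control and at 771 CPM in the HGFAC-KO mouse (others of its group at most 15.5). *Lcn2* was at 90.8 CPM (others of its group at most 8.84) and 111 CPM (others of its group at most 10.1). To a lesser degree *Saa2* was also raised in control chow replicate 3 (106 CPM) and KO HF/HS replicate 2 (49.9 CPM). Raised acute-phase transcripts thus go with the high fibrinogen genes, without a formal test. These are mice of different genotype and diet, so the genotype or the diet by itself does not account for both. What set off the response is not known here.

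The genotype effect differed between the diets in 7 of the lists reported one by one, by camera on the interaction. The adjusted p was 4.20e-17 for the cytosolic ribosome (median difference -0.12), 7.53e-12 for proliferation markers (0.44, 38 of 41 members higher), 4.15e-07 for branched-chain amino acid degradation (-0.09), 1.97e-04 for the proteasome (-0.05), 2.59e-04 for fatty acid degradation (-0.08), 0.0102 for PPAR signaling (-0.05) and 0.0102 for the peroxisome (-0.03). When genotypes were redrawn within each diet, 3 of 100 redrawings gave as small a p for branched-chain amino acid degradation. For the others it was 5 for proliferation markers, 13 for fatty acid degradation, 15 for the cytosolic ribosome, 16 for the proteasome, 16 for PPAR signaling and 19 for the peroxisome. By that measure only the difference in branched-chain amino acid degradation was rarer than 5 in 100 (of these 7 lists), and chance stays open for the others. On chow the test statistic of genes fell with transcript length (rho -0.269 across genes, which are not independent replicates), and on HF/HS it did not (0.031). With the trends in length and GC content removed, the chow effect stayed past the threshold for the cytosolic ribosome (adjusted p = 4.29e-20) and the proliferation markers (1.78e-09). Their scores, corrected in the same way, differed by more than the spread between mice (two-sided exact permutation test, p = 0.0338 and 0.0344), so length does not account for the whole of either. The diet itself stays open as an explanation for branched-chain amino acid degradation, as does a difference between mice that the labels do not record. On HF/HS the direction of the proliferation markers rested on KO HF/HS replicate 2. With it the list was higher for 27 of 39 members (median 0.11, adjusted p = 0.187), without it the direction turned (adjusted p = 0.904), and without KO HF/HS replicate 6 the list passed as higher (adjusted p = 0.0333).

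The paper does not report the effect of the diet in these data. HF/HS against chow changed 1424 genes in controls (667 higher and 757 lower) and 802 in HGFAC-KO mice (431 higher and 371 lower), and DESeq2 called 1939 and 1401. In 100 splits of the mice only the real one gave as many genes (1 of 100 in controls and 1 of 100 in HGFAC-KO mice), the most in other splits being 276 and 15. By the rule for named genes, the largest rises in controls were *Cish*, *Tff3*, *Cpne5*, *Rgs16* and *Fabp5*. *Fabp5* rose from 9.38 to 33.4 CPM, in 7 of 7 mice above all mice on chow. *Cish* had a mean log2 fold change of 3.11, but only 4 of 7 mice were above all mice on chow (adjusted p = 0.0476). As a single gene it was within the spread between mice (two-sided exact permutation test, p = 0.121). Over the alternatives its log2 fold change ran from 1.62 to 3.13 and its adjusted p from 0.00175 to 0.287. Under 3 of 7 alternatives it was not past the threshold. The largest falls in controls were *Cyp2b10*, *Cyp3a41b*, *Cyp3a41a*, *Cyp3a16* and *Gm3776*, all but absent on HF/HS, so that no fold is given. In HGFAC-KO mice the largest rises were *Cpne5*, *Rgs16*, *Slfn4*, *H1fx* and *Fabp5* (10.9 to 36.6 CPM), and the largest falls *Cyp2b10*, *Cyp2a4*, *Cyp3a41b*, *Cyp3a41a* and *Cyp3a11*. Not every alternative kept *Rgs16* and *Cyp2a4* past the threshold in these mice. Their adjusted p ran from 0.00785 to 0.0827 and from 0.00603 to 0.0936. *Cyp3a11* was 5223 CPM on chow and 12.0% of that on HF/HS (log2 fold change -3.06, adjusted p = 5.00e-08 from edgeR's quasi-likelihood test). The mean of *Cyp2a4* on chow rested on KO chow replicate 1 (30.9 CPM, others 0.390 to 0.832). The *Cyp3a* genes are near-identical paralogs, so reads of one can be counted on another. Whether the diet groups were housed, collected or sequenced at different times is not known here, so such a difference stays open beside the diet.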

How the results depend on the processing

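Of the tests here, only DESeq2 without its independent filtering was chosen after the results were seen. *Hgfac* was lower on both diets and past the threshold under every alternative run and with each mouse left out, with log2 fold changes from -1.43 to -1.40 on chow and from -1.57 to -1.55 on HF/HS over the alternatives. *Pparg* kept its direction throughout. On chow it passed under 1 setting, DESeq2 without independent filtering (log2 fold change -0.47, adjusted p = 0.0333, against 0.0333 to 0.874 over its alternatives), and on HF/HS under none. The median log2 fold change of all genes stayed near 0 under each normalization. With the replicate number as a block, the cell cycle list passed on chow (adjusted p = 0.0267, against 0.0267 to 0.547 over its alternatives; the cause was not tested). The block turned the log2 fold change of *Fasn* on chow to -0.074 and of *Pklr* on HF/HS to -0.0082. On chow, control and KO mice of equal number did not deviate together (6 pairs, r from -0.153 to 0.389, median 0.0056, 1 over 0.1). On HF/HS, 3 of 7 pairs were over 0.1 (r from -0.275 to 0.302). Their median r was 0.092, against -0.027 for other numbers, which ran from -0.289 to 0.345. The numbers were not taken as pairs within a diet, but something shared by equal numbers stays open on HF/HS. Between the diets, 1 of 7 pairs of controls was over 0.1, but 4 of 6 pairs of HGFAC-KO mice were (median r 0.135, against -0.013 for other numbers), so something shared by equal numbers stays open there.

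DESeq2 called 13 genes on chow and 55 on HF/HS (7 higher and 6 lower; 20 higher and 35 lower), where edgeR called 1 and 2, and 1401 for the diet in HGFAC-KO mice, where edgeR called 802. On chow DESeq2's independent filtering kept 1993 of 13571 genes for the adjustment and left *Pparg* and 7 other named genes without an adjusted p. Without that filtering it called 10 genes on chow (*Hgfac*, *Apoa1*, *Rrbp1*, *Npnt*, *Aox1*, *Cyp4a12a*, *Ehhadh*, *Cyp4a12b*, *Pparg* and *Tff3*), 55 on HF/HS and 1401 for the diet in HGFAC-KO mice. In the simulated counts DESeq2 called 30 unchanged genes beside 179 changed ones and edgeR 6 beside 175, so part of the excess can be false calls. The cause was not tested further. The fit of all 27 mice called 1 gene on HF/HS. Genes near 0 changed sign, and the cause was not tested. On chow, *Fabp4* was -0.084 with 1 surrogate variable, *Pcna* 0.0012 with upper-quartile normalization and *Fasn* -0.015 with voom. On HF/HS, *Fga* was -0.0011 with DESeq2 with or without its filtering, -0.0015 with no filter, -0.0026 with at least 10 counts in every library, -0.027 with 1 surrogate variable and -4.6e-04 in the fit of all 27 mice. With 1 surrogate variable *Fgb* was -0.027, *Fgg* -0.024 and *Fasn* -0.019, and *Pklr* was -0.0095 with voom.

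The setting for the correlation between genes changed more list calls than the other alternatives did. With the correlation estimated from the mice, the adjusted p on chow was 0.205 for proliferation markers, 0.205 for PPAR signaling and 0.241 for each of fatty acid degradation, the cytosolic ribosome and complement and coagulation. On HF/HS it was 0.106 for PPAR signaling and 0.106 for fatty acid degradation. Under fry the chow values were 0.123 for proliferation markers, 0.123 for PPAR signaling, 0.167 for fatty acid degradation, 0.225 for the cytosolic ribosome and 0.225 for complement and coagulation. Both settings allow for members that move together. That does not account for every change: for the PPARG liver targets on chow the adjusted p rose to 0.205 although their estimated correlation, -0.025, was below the preset one. Restricted to members held by no other list that the paper names, the chow values were 0.213 for PPAR signaling and 0.174 for fatty acid degradation, with 42 and 3 members tested, so the latter says little about its list. On HF/HS the values were 0.00470 and 0.00134, with 41 and 3 members tested. The largest adjusted p of branched-chain amino acid degradation on chow also came from that restriction (0.978). The cell cycle list turned in direction on HF/HS (adjusted p = 0.981; the cause was not tested). Over the alternatives the adjusted p ran from 4.75e-33 to 0.241 for the cytosolic ribosome on chow, 1.35e-10 to 0.205 for proliferation markers on chow, 2.42e-07 to 0.241 for fatty acid degradation on chow and 7.83e-13 to 0.106 on HF/HS. For PPAR signaling it ran from 5.55e-04 to 0.213 on chow and 1.95e-08 to 0.106 on HF/HS, and for complement and coagulation from 5.55e-04 to 0.241 on chow. Among single genes and other lists, 13 of 16 list results were weaker with the estimated correlation, 9 of 16 under fry and 4 of 16 with members held by no other list. Of 77 other results for single genes, 18 passed with DESeq2 that did not with edgeR, and without its filtering 17 of 84. They include *Apoa1*, *Rrbp1*, *Aox1* and *Ehhadh* on chow and *Gnpda1*, *Pcx*, *Vwa8*, *Oat*, *Gldn* and *Angptl8* on HF/HS.

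With single mice left out, the number of genes on HF/HS ran from 2 to 11 (5 without control HF/HS replicate 7 and 11 without KO HF/HS replicate 5). The log2 fold change on chow ran from -0.18 to 0.26 for *Fabp4* (lowest without KO chow replicate 1), -0.059 to 0.028 for *Pcna* (lowest without KO chow replicate 1, highest without replicate 6), -0.0015 to 0.087 for *Fga* and -0.020 to 0.073 for *Fgg* (both lowest without KO chow replicate 4). It ran from -0.13 to 0.16 for *Pklr* and -0.21 to 0.28 for *Fasn* (both lowest without KO chow replicate 3), and from -0.17 to 0.055 for *Slc2a2* (highest without KO chow replicate 1). On HF/HS it ran from -0.033 to 0.30 for *Pdk4* (lowest without KO HF/HS replicate 3), -0.060 to 0.21 for *Fga*, -0.035 to 0.15 for *Fgb* and -0.048 to 0.18 for *Fgg* (all highest without control HF/HS replicate 7). It ran from -0.076 to 0.092 for *Pklr*, -0.072 to 0.21 for *Fasn*, -0.21 to 0.0095 for *Hgf* (highest without control HF/HS replicate 2) and -0.12 to 0.0054 for *Khk* (highest without control HF/HS replicate 3). The cell cycle list on chow had an adjusted p from 0.0247 to 0.157, past the threshold without control chow replicate 7 (0.0255) and KO chow replicates 1 (0.0247) and 4 (0.0272). Complement and coagulation ran from 2.66e-05 to 0.0535 on chow (highest without KO chow replicate 4) and from 0.00228 to 0.904 on HF/HS (lowest without control HF/HS replicate 7). On HF/HS, proliferation markers ran from 0.0333 (without KO HF/HS replicate 6) to 0.904 (without KO HF/HS replicate 2, with the direction turned). The cytosolic ribosome ran from 1.29e-04 to 0.832, and 6 of 14 fits changed. These left out control replicates 3, 4 and 5 and KO replicates 3, 5 and 6 on HF/HS. The fit without KO replicate 5 turned the direction of the list (0.751). Of these mice, control replicates 3 and 4 and KO replicate 5 had positive ribosome scores (0.107, 0.0568 and 0.157). Their gene levels fell with gene length (rho -0.304, -0.319 and -0.217). KO replicates 3 and 6 had negative scores (-0.0564 and -0.133) and levels that rose with length (rho 0.197 and 0.175). Control replicate 5 was small in both (0.0179 and -9.86e-04). This was not tested formally, so length bias stays open for these changes. In the other cases the cause was not tested.

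Genes near the floor carry few counts, such as *Aspm* of the proliferation markers, at 0.425 CPM in controls on chow.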

Differences from the paper's values

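For each log2 fold change and count of genes that the paper's Supplemental Table 3 gives and that was also computed here, edgeR's value lay within its standard error of the paper's, or within 1.5 times of it for counts. The copy of that table used here holds 1999 genes per diet, while the paper's tests covered 13576 genes on chow and 13551 on HF/HS and those here 13571 and 13544. Of the alternatives set before the data were examined, DESeq2 gave other counts of genes with an adjusted p under 0.05, 13 on chow against the paper's 1 and 55 on HF/HS against the paper's 2. The fit of all 27 mice gave 1 on HF/HS against the paper's 2. DESeq2 without its independent filtering, chosen after the results were seen, gave 10 on chow and 55 on HF/HS, and *Pparg* on chow passed there (adjusted p = 0.0333).

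The paper states that genes of cell cycling were the most reduced set on chow. Here the cell cycle list had an adjusted p of 0.0667, and the smallest adjusted p of a reduced list on chow was that of the proliferation markers (4.84e-10). The replicate block (0.0267) and the fits without control chow replicate 7 (0.0255), KO chow replicate 1 (0.0247) or KO chow replicate 4 (0.0272) put the cell cycle list past the threshold, but not as the most reduced list.

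Of the 10 genes that Fig. 5A names by p on chow, 8 were among the 10 smallest p here. *Apom* ranked 11 and *Rrbp1* ranked 12, and *Urad* and *Serpina1e* took their places (*Urad* was chosen after its values were seen). On HF/HS 7 of the 10 were shared. *Chrna2*, *Gldn* and *Angptl8* ranked 11, 13 and 22, and *Hes1*, *Ctcfl* and *Poc1b*, chosen after their values were seen, took their places. With limma voom 9 of 10 were shared on chow and 9 of 10 on HF/HS, and with DESeq2 9 and 8. *Pparg* ranked 7 on chow here and 6 in the paper's table, where the paper's p is 3.63e-04 and the paper's adjusted p 0.788. On HF/HS it ranked 1199 here and 1553 in the paper's table.

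The paper states that complement and coagulation and ribosomal sets were raised in HGFAC-KO mice without naming a diet. Here both were past the threshold on chow only, and on HF/HS the adjusted p was 0.320 for complement and coagulation and 0.137 for the cytosolic ribosome. Complement and coagulation passed on HF/HS without control HF/HS replicate 7 (0.00228). The cytosolic ribosome passed there in 5 of the fits that left out 1 mouse, with 1.29e-04 the smallest adjusted p. It also passed there after the trend with gene length and GC content was removed (0.0441) and with a clock score as a covariate (6.04e-04), both tried after the results were seen.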

Other observations

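The tests of gene length and GC content, clock, macrophages, depth and single mice in this part, and the scores corrected for them, were chosen only after the result was seen, while the other splits of the mice were set out beforehand.

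The mice of a diet were split at random into groups of the same sizes, 100 times with the real split included. On chow, 7 of 100 splits gave at least as many genes past the threshold as the real 1 (at most 64 in another split), and 31 gave as many at an unadjusted p under 0.05. On HF/HS, 2 of 100 gave as many as the real 2 (at most 2), and 9 as many unadjusted. For the difference between the diets in the genotype effect the real count was 0 (at most 81 in another split). Every split reaches 0, so that count decides nothing. At an unadjusted p under 0.05, 67 of 100 gave as many. Chance therefore stays open for the number of genes on chow, and less so on HF/HS, while *Hgfac* itself is removed by design.

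Each list was set against the same splits, counting those with as small a p from camera. On chow these were 2 for the cell cycle list, 2 for proliferation markers, 2 for PPARG liver targets, 5 for PPAR signaling, 6 for PPARA liver targets, 7 for the cytosolic ribosome and 8 for fatty acid degradation. They were 11 for DNA replication, 12 for complement and coagulation, 20 for retinol metabolism, 30 for branched-chain amino acid degradation, 34 for the core clock negative limb, 53 for the proteasome and 58 for the peroxisome. On HF/HS they were 1 for fatty acid degradation, 1 for branched-chain amino acid degradation, 2 for the peroxisome, 2 for the core clock negative limb, 3 for PPAR signaling, 4 for the proteasome, 4 for PPARA liver targets and 7 for DNA replication. They were 39 for PPARG liver targets, 52 for retinol metabolism, 64 for proliferation markers, 69 for the cell cycle list, 71 for the cytosolic ribosome and 74 for complement and coagulation. By this count chance stays open on chow for all of these lists except cell cycle, proliferation markers and PPARG liver targets, and on HF/HS for DNA replication and the 6 lists with larger counts. The exact permutation of the scores, which leaves other genes aside, gives another answer for some lists. By it PPAR signaling, fatty acid degradation, PPARA liver targets and DNA replication on chow and DNA replication on HF/HS differed by more than the spread between mice. The cell cycle list on chow and the PPARA liver targets on HF/HS did not. Where these measures conflict, chance is not settled. For the mitochondrial ribosome, which is not among the 14 lists, 27 of 100 splits gave as small a p on chow and 62 on HF/HS, and 4 of 100 redrawings did for the difference between the diets. For the macrophage markers these were 23, 77 and 21. With so many lists, some counts under 5 also arise by chance.

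Gene length and GC content were taken out of the test statistics by a smooth trend. The statistic was related to length on chow and hardly on HF/HS, and to GC content with rho 0.176 on chow and 0.014 on HF/HS. In single mice on chow, the relation of the level to length ran from rho -0.410 to 0.427, so it varies between libraries. The mice at these ends, KO chow replicates 1 and 6, had cytosolic ribosome scores of 0.398 and -0.133. After the trend was removed, the adjusted p was 5.54e-07 on chow and 1.24e-11 on HF/HS for fatty acid degradation, 8.42e-05 and 1.33e-07 for PPAR signaling and 0.00337 on chow for complement and coagulation. The cytosolic ribosome on HF/HS (0.0441) and the peroxisome on chow (0.0332) came past the threshold. The score of the peroxisome on chow stayed within the spread between mice (two-sided exact permutation test, p = 0.737). The scores per mouse, corrected in the same way, differed by more than the spread between mice for fatty acid degradation on HF/HS (two-sided exact permutation test, p = 0.00233) and for PPAR signaling on chow (p = 0.0152) and HF/HS (p = 0.0105). Bias by length or GC content does not account for these 3 results as a whole. On chow the correction brought the scores of fatty acid degradation and DNA replication within the spread (two-sided exact permutation test, p = 0.0594 and 0.0606). Of their differences 87.9% and 88.7% were left and camera stayed past the threshold, which goes against this bias as the whole cause without excluding it. The scores of complement and coagulation on chow and the cytosolic ribosome on HF/HS were within the spread before and after it (permutation test, p = 0.291 and 0.758 after), so they decide nothing. For complement and coagulation camera stayed past the threshold. The 128% of its score difference that was left is of a difference within the spread, so this bias stays open there.

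Time of collection was tested through a clock score, which differed by -0.89 on chow (two-sided exact permutation test, p = 0.254) and by -1.49 on HF/HS (p = 0.0245). The core clock negative limb list was lower for 10 of 10 members on each diet, with a median log2 fold change of -0.25 on chow (adjusted p = 0.00999) and -0.57 on HF/HS (adjusted p = 1.80e-06). On chow it was not past the threshold without KO chow replicate 1 (0.209) or control chow replicate 3 (0.0638). On HF/HS *Per3* (-0.63), *Nr1d2* (-0.54) and *Tef* (-0.51) had the smallest p. With the clock score as a covariate, the adjusted p was 7.76e-19 for the cytosolic ribosome on chow, 2.25e-05 on chow and 4.71e-11 on HF/HS for fatty acid degradation, and 0.00558 and 5.40e-07 for PPAR signaling. With that covariate 2 further lists came past the threshold on HF/HS, the PPARG liver targets (lower for 13 of 16 members, adjusted p = 0.00295) and the cytosolic ribosome (higher for 72 of 83, adjusted p = 6.04e-04). Their scores stayed within the spread between mice (two-sided permutation test, p = 0.0565 and 0.455). With the covariate, the score of fatty acid degradation differed by more than the spread (two-sided permutation test, p = 0.0474 on chow, a narrow margin, and 0.00310 on HF/HS). That of PPAR signaling did too (permutation test, p = 0.00920 and 0.0333), so clock phase does not account for these 2 lists as a whole. The same holds for branched-chain amino acid degradation and DNA replication on HF/HS (permutation test, p = 0.0345 and 0.0311) and for the PPARA and PPARG liver targets on chow (p = 0.0394 and 0.00690), all past the threshold in camera too. With the covariate the scores of the proteasome and the peroxisome on HF/HS came within the spread (permutation test, p = 0.188 and 0.0516), as did those of proliferation markers and DNA replication on chow (p = 0.0612 and 0.0635). All 4 stayed past the threshold in camera. Of the score difference 95.8% was left for the peroxisome and 98.8% for DNA replication, so the values go against clock phase as the whole cause there without excluding it. For the proteasome (66.5% left) and proliferation markers (73.5%) it stays open. The score of the cytosolic ribosome on chow was within the spread with and without the covariate (permutation test, p = 0.174 with it) and decides nothing, so clock phase stays open there too. It is also a possible explanation of the clock genes themselves, as is an effect of the genotype on the clock. Collection times would tell these apart.

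The macrophage markers were lower on chow for 15 of 16 members, with a median of -0.25 (adjusted p = 8.17e-06), while their score did not differ by more than the spread between mice (two-sided exact permutation test, p = 0.162). With the macrophage score as a covariate, the proliferation markers on chow kept an adjusted p of 4.59e-07 from camera, but their median log2 fold change shrank from -0.38 to -0.20. Their score was then within the spread between mice (two-sided permutation test, p = 0.0977), so fewer macrophages stay open as an explanation of these markers. In libraries thinned to equal depth the adjusted p was 2.01e-07 and the score still differed by more than the spread (two-sided exact permutation test, p = 0.0326), so depth does not account for them as a whole. A covariate of this kind can itself be an effect of the genotype.

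KO chow replicate 1 stood apart from the other mice on chow, at 47.9 on the first principal component (others -12.3 to 4.03), which held 21.5% of the variance. Several genes chosen after their values were seen differed in it: *Cyp2a4* 31.3 CPM (others 0.199 to 2.85), *Tff3* 60.3 CPM (others 0.295 to 11.4), *Mup7* 795 CPM (others 1904 to 4546) and *Sgk1* 98.0 CPM (others 15.5 to 43.7). A female mouse does not account for it, with *Xist* at 0.495 CPM (others 0.0912 to 0.844) and *Ddx3y* at 42.6 CPM (others 37.5 to 53.1). Bile duct cells in the sample do not either, with a median of 12 cholangiocyte markers at -0.200 (others -0.318 to 0.497). The acute-phase genes, also chosen after their values were seen, were not raised in it, with *Saa1* at 24.0 CPM (others with a median of 39.2), *Saa2* at 9.31 CPM (median 12.2) and *Lcn2* at 1.88 CPM (others at least 2.49), which goes against an acute-phase response. Other stress of this mouse stays open and was not tested. The mouse was kept. Without it, the log2 fold change on chow was -0.076 for *Ppara*, -0.019 for *Met*, -0.0093 for *Pdha1* and 0.043 for *Mlxipl*, all closer to 0.

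Across 13422 genes the genotype effects on the 2 diets had a correlation of 0.236 (rho 0.260), where genes are not independent replicates. When genotypes were redrawn within each diet, 7 of 100 redrawings gave a correlation as large in size (others from -0.367 to 0.292), so chance stays open. Of 155 genes with an unadjusted p under 0.05 on both diets 153 changed in the same direction, and 2 of 100 redrawings had as many (at most 258 in another).

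Genes that the paper measured by qPCR in other panels were read from the counts, and none of those given here passed in edgeR. On HF/HS *Cpt2* had a log2 fold change of -0.17, below all controls in 7 of 7 mice (adjusted p = 0.353), and *Pck1* of -0.97 (adjusted p = 0.454), below in 4 of 7. On chow these were -0.10 and -0.77 (adjusted p = 0.820 and 0.822). *Me1* was -0.24 on chow and -0.095 on HF/HS, and *Fabp4* 0.14 and -0.11. *Cd36* on HF/HS was -0.27 (adjusted p = 0.653). Of the genes named for pathways of the model, the log2 fold changes on chow and HF/HS were -0.47 and -0.098 for *Hgf*, -0.10 and -0.13 for *Met*, 0.096 and 0.061 for *Mlxipl*, 0.071 and 0.0039 for *Pklr*, 0.14 and 0.022 for *Fasn*, 0.040 and -0.066 for *Khk* and -0.082 and -0.24 for *Slc2a2*. *Pdha1* was -0.056 on chow. *Alb* rose on both diets, by 0.20 on chow (above all controls in 5 of 6 mice) and by 0.40 on HF/HS (in 6 of 7; adjusted p = 0.331), and DESeq2 with its filtering called it on both (adjusted p = 0.0337 and 0.00839).

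The PPARA liver targets were lower for 24 of 27 members on chow (median -0.11, adjusted p = 4.60e-07) and for 22 of 27 on HF/HS (median -0.15, adjusted p = 3.40e-08). Their score differed by -0.14 on chow (two-sided exact permutation test, p = 0.0175) and by -0.16 on HF/HS (p = 0.166). Over the list alone 2 members passed on chow (*Acaa1b* and *Ehhadh*) and 5 on HF/HS, and 0 over all genes on either diet, with 7 and 15 at an unadjusted p under 0.05. The cell cycle list on HF/HS was lower for 61 of 111 members (median -0.015, adjusted p = 0.702). Of the 11 lists not reported one by one, the adjusted p on chow and HF/HS was 0.0253 (higher) and 0.0519 for female-biased liver genes, 0.0735 and 0.0284 (higher) for the core clock positive limb, 0.0732 and 0.927 for cholangiocyte markers, 0.162 and 0.126 for male-biased liver genes, 0.183 and 0.702 for ChREBP targets and 0.601 on HF/HS for macrophage markers. For adipocyte, acinar pancreas, cholesterol synthesis and erythroid lists it ran from 0.179 to 0.844. The macrophage markers also differed between the diets in the genotype effect (median 0.23, 16 of 16 members higher, adjusted p = 1.10e-04).

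With the diet, cholesterol synthesis was lower for 24 of 24 members in controls (median -0.84, adjusted p = 1.36e-14) and in HGFAC-KO mice (median -0.99, adjusted p = 1.51e-15). Retinol metabolism was lower (medians -0.35 and -0.21) and female-biased liver genes were lower (medians -0.52 in each). Macrophage markers were higher (medians 0.27 and 0.50). These use the preset correlation, which gives small p for members that move together. *Hgfac* was higher on HF/HS, by 0.43 in controls (adjusted p = 5.47e-05, 7 of 7 mice above all on chow) and by 0.29 in HGFAC-KO mice (adjusted p = 0.0382, 6 of 7 above; 0.0100 to 0.0559 over the alternatives). *Pdk4* was lower, by -0.93 in controls (adjusted p = 0.0227, 6 of 7 below all on chow) and by -0.98 in HGFAC-KO mice (adjusted p = 0.0272, 5 of 7 below).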
